# Timeless noncoding DNA contains cell-type preferential enhancers important for proper *Drosophila* circadian regulation

**DOI:** 10.1073/pnas.2321338121

**Published:** 2024-04-03

**Authors:** Dingbang Ma, Pranav Ojha, Albert D. Yu, Maisa S. Araujo, Weifei Luo, Evelyn Keefer, Madelen M. Díaz, Meilin Wu, William J. Joiner, Katharine C. Abruzzi, Michael Rosbash

**Keywords:** circadian, clock neurons, gene regulation

## Abstract

To address the contribution of transcriptional regulation to *Drosophila* clock gene expression and to behavior, we generated a series of CRISPR-mediated deletions within two regions of the circadian gene *timeless* (*tim*), an intronic E-box region and an upstream E-box region that are both recognized by the key transcription factor Clock (Clk) and its heterodimeric partner Cycle. The upstream deletions but not an intronic deletion dramatically impact *tim* expression in fly heads; the biggest upstream deletion reduces peak RNA levels and *tim* RNA cycling amplitude to about 15% of normal, and there are similar effects on *tim* protein (TIM). The cycling amplitude of other clock genes is also strongly reduced, in these cases due to increases in trough levels. These data underscore the important contribution of the upstream E-box enhancer region to *tim* expression and of TIM to clock gene transcriptional repression in fly heads. Surprisingly, *tim* expression in clock neurons is only modestly affected by the biggest upstream deletion and is similarly affected by a deletion of the intronic E-box region. This distinction between clock neurons and glia is paralleled by a dramatically enhanced accessibility of the intronic enhancer region within clock neurons. This distinctive feature of *tim* chromatin was revealed by ATAC-seq (assay for transposase-accessible chromatin with sequencing) assays of purified neurons and glia as well as of fly heads. The enhanced cell type–specific accessibility of the intronic enhancer region explains the resilience of clock neuron *tim* expression and circadian behavior to deletion of the otherwise more prominent upstream *tim* E-box region.

## Significance

Drosophila circadian rhythms are governed by a feedback loop, in which the positive transcription factor CLK (CLOCK)/CYC (CYCLE) associates with two E-box–containing enhancers, one upstream and one intronic, within its negative regulatory gene timeless. Reporter gene experiments from more than 20 y ago showed that only the upstream enhancer affects timeless expression in tissue culture and fly heads. Consistent with these observations are current experiments indicating that the upstream enhancer is essential for timeless expression in glia. However, these deletions only modestly affect clock neuron timeless expression and circadian behavior. ATAC-seq experiments show that the intronic enhancer is much more active in neurons than glia, which indicate a discrete regulatory program for core clock genes in circadian neurons.

The circadian clock is an evolutionarily conserved, adaptive feature of many eukaryotic organisms. It confers fitness by a daily adjustment of its core molecular pacemaker to the precise 24 h environmental fluctuations of light/dark cycles, temperature, or nutrition (1). The pacemaker drives a broad sweep of rhythmic gene expression, which plays a central role in animal physiology, metabolism, and behavior (2–6). The diversity of gene expression rhythms reflects the fact that the core circadian machinery ticks away in many if not most cells and tissues, including in a wide expression pattern across the mammalian brain (7–9). Nonetheless, the molecular pacemaker is most notable—perhaps strongest—in a restricted region, the suprachiasmatic nucleus (SCN); these approximately 20,000 hypothalamic neurons sit directly above the optic chiasm and play an important role in circadian physiology (10). There is a comparably important circadian region in the fly brain, the ca. 150 *Drosophila* clock neurons (11, 12), and there is evidence that both these regions have special properties: For example, their anatomy and/or gene expression profiles allow the perception of the external light–dark cycle, in contrast to most of the brain (13, 14).

This core circadian pacemaker is based on a now classical transcription-translation feedback loop, which generates ~24 h periodicity (15, 16). A somewhat simplified description of this pacemaker in mammals is as follows. The transcription factor circadian locomotor output cycles kaput (CLOCK) and Basic helix-loop-helix ARNT-like protein 1 (BMAL1) activates the transcription of two key direct target genes, *Period* (*Per*) and *Cryptochrome* (*Cry*). PER and CRY then accumulate and eventually function as transcriptional repressors, including the recruitment of corepressors to negatively regulate CLOCK/BMAL1 activity (15). The noncanonical E-box and a B-site (a bzip transcription factor E4BP4 binding site) are indispensable for the activation and repression of *Period 2* (17, 18). In addition, daytime elements (D box) and nighttime elements of the *Cry* regulatory region fine tunes its expression to maintain rhythmicity (19). When the negative regulators decay after about 24 h, a new cycle begins.

A similar picture exists in *Drosophila*. The transcription factors Clock (CLK) and cycle (CYC) form a heterodimer and are the fly orthologs of CLOCK/BMAL1 (20, 21). CLK/CYC directly activates *per* and *timeless* (*tim*) expression by binding to their E-box enhancer elements (22–24). PER and TIM, the products of *per* and *tim*, accumulate during the night, enter the nucleus, and eventually suppress the transcriptional activity of CLK/CYC, like the suppression of CLOCK/BMAL1 by PER and CRY in mammals. PER and TIM are then degraded in the morning, releasing CLK/CYC to initiate a new cycle (25, 26).

There are two canonical E-box regions in *tim* regulatory DNA; one is located upstream of the promoter and the other is within the large first intron. A previous study showed that the intronic E-box makes no contribution to *tim* expression from transgenic reporter genes, in S2 cells as well as in fly heads. In contrast, the upstream E-box elements along with two adjacent elements, a noncanonical E-box element and a somewhat enigmatic PER-box, are necessary for proper expression of these reporter gene constructs, also in fly heads and in S2 cells (27). This upstream E-box region is evolutionarily conserved in insect species, consistent with the notion that it is essential for the circadian transcriptional regulation of *tim* (28). There are other gene expression analyses, reporter gene studies, chromatin immunoprecipitation (ChIP) assays, and missense mutations in key circadian transcription factors, all of which are consistent with an important role of this region and its regulatory motifs to circadian rhythmicity (23, 27, 29). There are similar studies in mammals. For example, the E-box–mediated core feedback loop is interlocked with the RRE-mediated feedback loop, but deleting the RRE motif in the *Bmal1* gene results in apparent normal circadian rhythms (30). Notable in this context is that there are no simple *cis*-regulatory mutations showing that these elements are essential for circadian rhythmicity in the fly.

In this study, we used CRISPR/Cas9 to generate a series of deletions in the E-box elements of both the upstream and the intronic regions of *tim*. Not unexpectedly, *tim* mRNA and protein abundance in heads was dramatically reduced in the upstream mutant strains. The data indicate that this E-box containing promotor-proximal region contributes to *tim* transcription and also that TIM contributes to clock gene repression. Surprisingly however, even the largest deletion had no more than a modest effect on locomotor activity rhythms despite a very strong effect on clock gene expression in heads. This disconnect suggested a substantial difference between the impact of the deletion on clock neurons and on other circadian tissues. Indeed, in situ hybridization and immunocytochemistry assays show that the clock neurons are substantially resistant to the effects of even the biggest upstream deletion compared to other cells and tissues. Distinct chromatin accessibility profiles from sorted neurons vs. heads and glia offer an attractive explanation for this resistance. The data indicate a feature of transcriptional regulation specific to fly clock neurons and also provide direct genetic evidence to support the importance of a key *cis*-regulatory element to circadian rhythm regulation.

## Results

### Fly Head Clock Gene Expression in Deletion Mutants of *tim* Regulator DNA.

To decrease the expression of *tim* mRNA, CRISPR-mediated deletions were made in the two regulatory regions known to affect *tim* reporter gene expression: the region upstream of the transcription start site and a region within the first intron of the *tim* gene. Both regions include E-box, which almost certainly help recruit the CLK:CYC complex to the chromatin (Fig. 1*A*). The upstream regulatory region is larger and more complicated than the intronic region as the former contains not only E-boxes but also E-box–like motifs (27, 31).

**Fig. 1.**
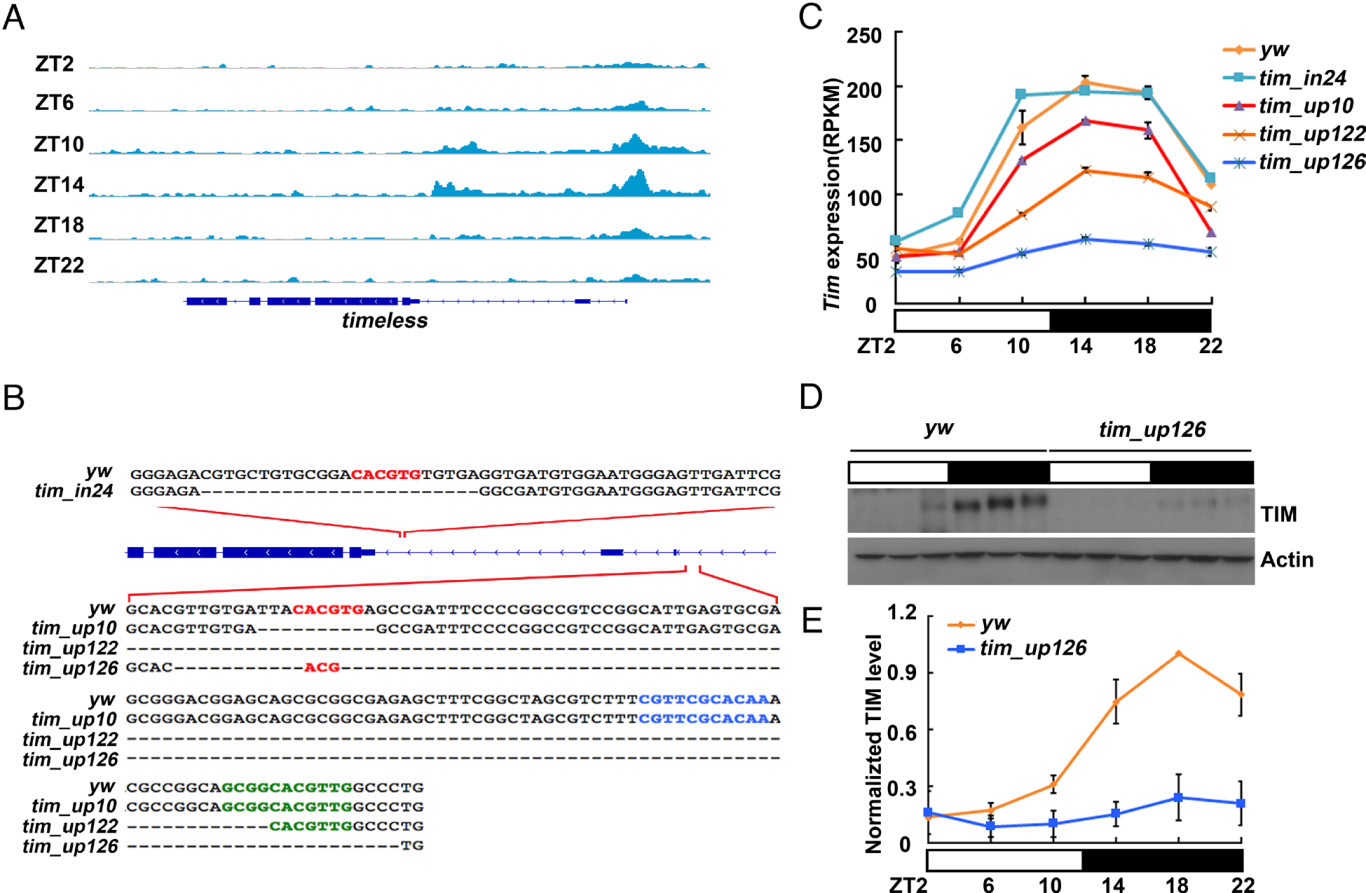
Generation of deletion mutants in the promoter region of *tim* by CRISPR-cas9. (*A*) ChIP signal of CLK binding at *tim* in wild-type flies. CLK binds in two distinct E-box containing regions of the *tim* promoter: upstream of the transcriptional start site and within the second intron. CLK binding changes throughout the day peaking at ZT14. The direction of transcription is *Right* to *Left*. The *y*-axis scale is identical for all time points. (*B*) Description of *tim* promoter mutants generated by CRISPR-cas9. The deletion mutants are aligned to the wild-type (*yw*) genomic sequence. E-boxes are labeled in red, PER-boxes are labeled in blue, and TER-boxes are labeled in green. The deletions were named according to their position and size: *tim_in24* (e.g., 24 bp deletion in the intron), *tim_up10 (*e.g., 10 bp deletion in the upstream region), *tim_up122* and *tim_up126.* (*C*) RNA-sequencing results from fly heads show that there is a steady decrease in *tim* expression as the promoter deletions progress from mild to more extensive. Flies were collected at six timepoints throughout the day. Error bars represent the SD of two biological replicates. For *tim_in24*, *tim_up10*, we did one replication because of they only have very marginal effect on *tim* expression. The *y*-axis shows RPKM values (Reads Per Kilobase of transcript per Million mapped reads) normalized to the maximal level of mRNA during the day. (*D*) A representative western blot showing that TIM is significantly reduced in the *tim_up126* compared to the wild-type control (*yw*). Flies were collected at six time points throughout the day. Beta-actin was used as a loading control. (*E*) Quantification of TIM levels in *yw* and *tim_up126* as shown in *D*. TIM levels were normalized to beta-actin. Error bars represent the SD of two biological repeats.

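Poly(A) RNA from the heads of male and female flies was sequenced in 5 genotypes after 4 d of 12:12 LD at 25 °C. The deposited counts cover 47 libraries, collected every 4 h from ZT2 to ZT22. The control strain *yw* had 11 libraries, 2 at each time point except ZT18, which had 1. The strains *tim_up126* and *tim_up122* had 12 libraries each, and *tim_up10* and *tim_in24* had 6 each, 1 per time point. A library held between 1761896 and 10230355 counts, with a median of 5503956 in *yw*, 5257509 in *tim_up126*, 4962118.5 in *tim_up122*, 4068972.5 in *tim_up10*, and 4620016.5 in *tim_in24*. The authors counted whole reads per gene on dm6 without normalization. The paper names Tophat and ESAT for mapping and counting, and the description deposited with the counts names STAR and FeatureCounts. Here the counts were scaled by edgeR's TMM method and are given as CPM, the count of a gene relative to the scaled library total. Of 17137 genes, 11027 passed edgeR's filterByExpr and were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with 1 coefficient for each of the 30 combinations of genotype and time point. At a single time point, comparisons of *tim_up10* or *tim_in24* with *yw* have no replicate check and no p-value is given. The 2 libraries labelled *yw* ZT22 differed: *tim* had 1535 CPM in the library labelled *yw* ZT22 replicate 1 and 448 CPM in replicate 2. Both were kept as labelled. Calls on clock genes, also at other time points, can change when one of them is left out.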

In the intronic region, a 24 bp deletion resulted (*tim_in24*) in a deletion of intronic E-box. In the upstream region, we obtained three useful deletions of 10 bp, 122 bp, and 126 bp: *tim_up10*, *tim_up122*, and *tim_up126*, respectively (Fig. 1*B*). They all removed the E-box, and the two larger deletions also removed the other two E-box–like motifs within this region. The 2nd chromosomes containing these deletions were made homozygous for subsequent biochemical and behavioral analyses. It is worth noting that a canonical E-box was recreated by accident in the *tim_up126* deletion; it is ~14 bp upstream of the position of the endogenous E-box (Fig. 1*B*).

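The *tim* gene (FBgn0014396) lies on the minus strand of chromosome 2L from 3493986 to 3508119 in the dm6 annotation. The upstream stretch drawn in Fig. 1*B*, read by eye, is 135 bp long in *yw*, and the E-box CACGTG starts at its base 15, counted from 1 at its first base. It also holds the motif CACGTT at 2 places. What is left of this stretch is 125 bp in *tim_up10*, 13 bp in *tim_up122* (CACGTTGGCCCTG), and 9 bp in *tim_up126* (GCACACGTG). These lengths correspond to 10, 122, and 126 bp removed. The joined *tim_up126* bases hold 1 CACGTG, which starts at base 4, and no CACGTT. The *tim_up122* bases hold no CACGTG and 1 CACGTT, and the *tim_up10* bases hold no CACGTG and 2 CACGTT.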

The intronic deletion *tim_in24* had little or no effect on *tim* gene expression (Fig. 1*C*, yellow vs. teal). In contrast, all deletions in the upstream region decreased *tim* expression compared to control flies (see Fig. 1*C* for the smallest 10 bp *tim_up10* deletion vs. WT, yellow vs. red). 

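Averaged over the 6 time points, *tim* mRNA in *tim_in24* had a log2 fold change of -0.06 against *yw* (standard error 0.15, adjusted p = 0.842, edgeR's quasi-likelihood test). The exact permutation of genotype labels within each time point used mean log2 CPM, where the difference was 0.00 (two-sided p = 1 over 486 splits). The sign of this small difference depended on the model and on single libraries. It was 0.01 in an additive model of genotype and time point, and 0.13 without the library labelled *yw* ZT22 replicate 1. At ZT14 the single *tim_in24* library had 1417 CPM, against 1920 ± 23.1 (SD, n = 2) in *yw*. At ZT2 it had 207 CPM against 129 ± 27.0 (SD, n = 2). The log2 amplitude of a 24 h rhythm was 1.43 in *tim_in24* and 2.06 in *yw* (exact permutation, two-sided p = 0.0165 before adjustment). It stayed lower without *yw* ZT22 replicate 1 or replicate 2 (exact permutation p = 0.0154 and 0.0185). EdgeR's test of a rhythm difference did not pass (adjusted p = 0.515).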

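In *tim_up10*, *tim* mRNA over the day had a log2 fold change of -0.88 against *yw* (standard error 0.16, adjusted p = 0.000176, edgeR's quasi-likelihood test). The exact two-sided permutation test over 486 splits gave p = 0.0103. The *tim_up10* library at ZT14 had 949.5 CPM, which was 49.45% of the *yw* mean. The alternative that moved this percentage most was the scaling of each library to *RpL32*, which gave 40.25%. Without the library labelled *yw* ZT22 replicate 1 the fold change over the day was -0.69.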

The two larger upstream deletions had even bigger effects (Fig. 1*C* blue, orange). 

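The log2 fold change of *tim* over the day was -1.05 in *tim_up122* (standard error 0.13, adjusted p = 6.41e-07) and -2.20 in *tim_up126* (standard error 0.13, adjusted p = 2.0e-12), both from edgeR's quasi-likelihood test. Exact permutation of genotype labels over 23328 splits gave p = 0.00189 for *tim_up122*. For *tim_up126* the exact permutation gave p = 4.3e-05, the smallest value these splits allow. At ZT14, *tim* reached 585 ± 27.5 CPM (SD, n = 2) in *tim_up122* and 200.7 ± 3.9 CPM (SD, n = 2) in *tim_up126*. These peaks differed from *yw* by log2 fold changes of -1.72 (adjusted p = 0.000656) and -3.26 (adjusted p = 1.64e-07). Leaving out the library labelled *yw* ZT22 replicate 1 gave -0.85 and -2.01 over the day.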

The data are completely consistent with previous studies using reporter gene assays, which showed that deletions of the upstream E-box are much more important for transcription activation than the intronic E-box (27, 31). Notably, the cycling of *tim* mRNA expression from the deletion strains appeared largely normal except for its lower amplitude, an effect that is largely if not exclusively due to reduced peak levels with little or no change of trough levels. 

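The rise of *tim* from ZT2 to ZT14 was smaller than in *yw* by a log2 value of -2.79 in *tim_up126* (standard error 0.44, adjusted p = 0.00224) and -2.12 in *tim_up122* (standard error 0.43, adjusted p = 0.0440), from edgeR's quasi-likelihood test. The *tim_up122* value did not pass the threshold when only the libraries of the 2 genotypes were fitted (adjusted p = 0.166) or when each library was scaled to *RpL32* (-2.43, adjusted p = 0.169), nor in 10 of the 23 fits that each left out 1 library, where the adjusted p was at most 0.0582. Without *yw* ZT22 replicate 1 or replicate 2 the *tim_up122* value passed (adjusted p = 1.09e-05 and 1.11e-05). The difference was -1.17 in *tim_up10* and -1.11 in *tim_in24*. The log2 amplitude of the 24 h rhythm of *tim* was also lower in *tim_in24*, at 1.43 against 2.06 in *yw* (exact permutation, two-sided p = 0.0165 before adjustment). EdgeR's test of a rhythm difference did not pass there (adjusted p = 0.515). The same permutation gave p = 0.124 in *tim_up10* (amplitude 1.45), 0.0183 in *tim_up122* (1.05), and 0.0628 in *tim_up126* (0.60). This p therefore does not rank the strains by their loss of amplitude. In CPM, the difference between ZT14 and ZT2 was 5.97 ± 0.93% of that of *yw* in *tim_up126* and 23.0 ± 2.1% in *tim_up122*, where the error carries the SD of the replicates. At ZT2, *tim* had 93.8 ± 16.0 CPM (SD, n = 2) in *tim_up126* and 172 ± 25.5 CPM (SD, n = 2) in *tim_up122*. Neither trough was distinguishable from *yw*: the log2 fold changes were -0.47 (adjusted p = 0.586) and 0.40 (adjusted p = 0.650). With the trough taken as the mean of ZT2 and ZT6, the *tim_up126* value was -0.76 and passed the threshold (adjusted p = 0.0224). The ZT2 value also passed when no filter on low counts was applied (adjusted p = 0.0352). Over all alternatives its adjusted p ran up to 1. A 24 h rhythm of *tim* remained in *tim_up126*, with a log2 amplitude of 0.60 (adjusted p = 0.000462) against 2.06 in *yw*.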

We also carried out qRT-PCR to assess the expression level of *tim* in these mutants with similar results (*SI Appendix*, Fig. S1). Not surprisingly, the biggest effect was from the largest E-box containing deletion, *tim_up126*, which expressed about 15% of WT *tim* mRNA levels (Fig. 1*C*). This strain also expressed comparably low levels of TIM protein (Fig. 1 *D* and *E*).

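As a share of *yw*, *tim* mRNA in *tim_up126* was 10.45 ± 0.24% at ZT14 and 15.3 ± 2.3% for the mean over the 6 time points, with the SD of the replicates carried through the ratio. The ZT14 share moved most with the definition of the peak: it was 11.2% for the mean of ZT14 and ZT18, and 9.76% with library totals alone. Without the library labelled *yw* ZT22 replicate 1 the share over the day was 16.9%.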

These deletion strains appear to constitute an allelic series: *tim* gene expression progressively decreases, presumably reflecting reduced binding of the positive transcription factor CLK:CYC to this important upstream region (*Discussion*). 

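At ZT14 the level of *tim* fell in the order *yw*, *tim_in24*, *tim_up10*, *tim_up122*, *tim_up126*. The step from *tim_up122* to *tim_up126* at ZT14 was a log2 fold change of -1.54 (standard error 0.31, adjusted p = 0.0102, edgeR's quasi-likelihood test). Over the day, *tim_up122* and *tim_up10* were not distinguishable, with a log2 fold change of -0.16 between them (standard error 0.15, adjusted p = 0.562 from the same test). From the stepwise decrease, the paper proposes that the strains form an allelic series that reflects reduced CLK:CYC binding.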

As the role of TIM in gene expression regulation is less well-characterized than that of PER, we wondered how the reduced TIM levels would affect the expression of other clock genes that are also direct targets of the CLK:CYC complex. To this end, *vrille* (*vri*), *per*, and *PAR domain protein 1 epsilon* (*pdp1*) expression was carefully assessed in the deletion strain series.

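The genes *vri* (FBgn0016076, 2L), *per* (FBgn0003068, X), and *Pdp1* (FBgn0016694, 3L) were compared between strains at ZT2, the trough of *yw*, and ZT14, the peak. The rise from ZT2 to ZT14 in *tim_up126*, relative to that of *yw*, was a log2 value of -2.99 for *vri* (standard error 0.50, adjusted p = 0.00419), -2.58 for *per* (standard error 0.49, adjusted p = 0.0154), and -1.44 for *Pdp1* (standard error 0.32, adjusted p = 0.0522), from edgeR's quasi-likelihood test. The *Pdp1* value passed the threshold under 5 of 11 alternatives, with an adjusted p from 4.17e-11 to 0.847, and without *yw* ZT22 replicate 1 or replicate 2 (adjusted p = 0.00186 and 0.00188). That of *per* did not pass when only the libraries of the 2 genotypes were fitted (adjusted p = 0.0724, the highest over its alternatives). In *tim_up122* the values for *vri*, *per*, and *Pdp1* were -1.97, -1.73, and -0.92, with adjusted p of 0.208, 0.271, and 0.444. Without *yw* ZT22 replicate 1 those of *vri* and *per* passed (adjusted p = 5.01e-09 and 3.46e-05). They also passed with the means of ZT14 and ZT18 and of ZT2 and ZT6 (adjusted p = 0.0214 and 0.0115). With no filter on low counts those of *vri*, *per*, and *Pdp1* all passed (adjusted p = 3.4e-20, 8.32e-16, and 0.000516). Of the 11 alternatives, 2 changed the call for *vri*, 2 for *per*, and 1 for *Pdp1*.

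**Figure D1:**
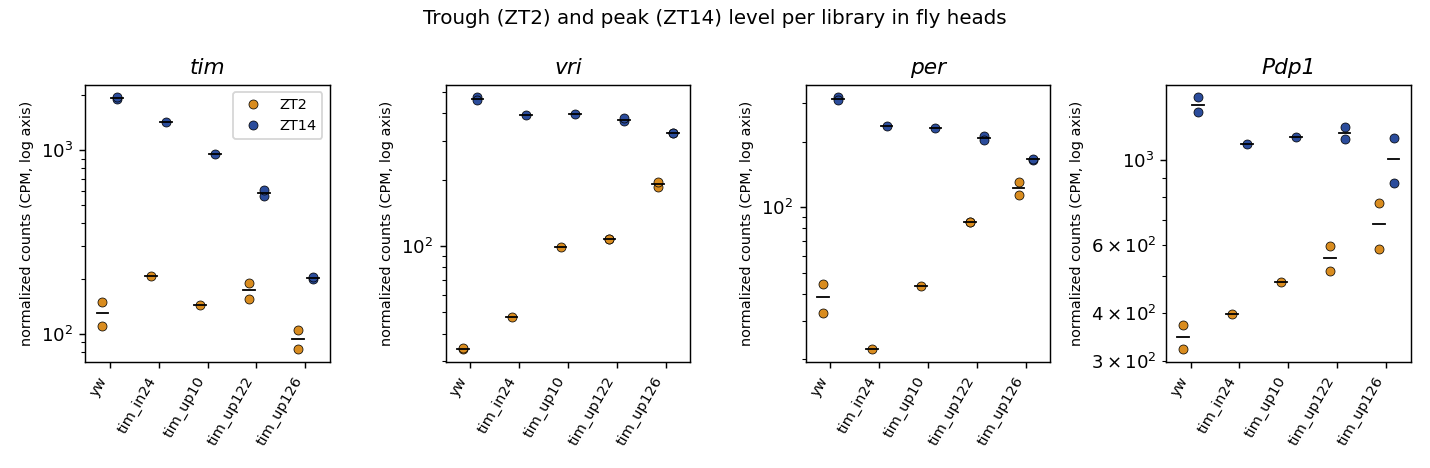
Normalized counts (CPM, log axis) of *tim*, *vri*, *per*, and *Pdp1* in each library at ZT2 (orange) and ZT14 (blue) for the 5 genotypes; black bars are means. For *vri*, the ZT2 points lie between 47.5 and 190.5 CPM as means in the deletion strains, while all ZT14 means lie between 326 and 466 CPM.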

Although there is a prominent effect of the deletions on mRNA cycling amplitude, this is largely due to a failure to achieve the low mRNA trough levels characteristic of the WT strain (Fig. 2 *A*–*C*). This is best seen for the *vri* graph (Fig. 2*B*): the allelic series has progressively increasing trough levels, and the largest deletion *tim_up126* has the highest trough levels and the lowest cycling amplitude (blue). 

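At ZT2, *vri* had 34.2 ± 0.35 CPM (SD, n = 2) in *yw*, 47.5 CPM in *tim_in24*, 99.3 CPM in *tim_up10*, 108 ± 0.11 CPM (SD, n = 2) in *tim_up122*, and 190.5 ± 6.4 CPM (SD, n = 2) in *tim_up126*. The log2 fold change against *yw* was 2.48 in *tim_up126* (standard error 0.37, adjusted p = 9.94e-05) and 1.65 in *tim_up122* (standard error 0.38, adjusted p = 0.00837), from edgeR's quasi-likelihood test. It was 1.54 in *tim_up10* and 0.47 in *tim_in24*. Between *tim_up126* and *tim_up122* the difference at ZT2 was 0.82 (standard error 0.35), which did not pass adjustment over all genes (adjusted p = 0.525). When only the libraries of these 2 strains were fitted, the same difference passed (adjusted p = 0.000137), as it did without *yw* ZT22 replicate 1 (adjusted p = 1.01e-05) or replicate 2 (adjusted p = 9.75e-06), and over all alternatives the adjusted p ran from 1.82e-07 to 1.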

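At ZT2, *per* had 122 ± 12.4 CPM (SD, n = 2) in *tim_up126* and 38.6 ± 8.3 CPM (SD, n = 2) in *yw*, a log2 fold change of 1.65 (standard error 0.36, adjusted p = 0.00632, edgeR's quasi-likelihood test). *Pdp1* had 680 ± 131 CPM (SD, n = 2) in *tim_up126* and 347 ± 35.3 CPM (SD, n = 2) in *yw*, a log2 fold change of 0.97 (standard error 0.23, adjusted p = 0.0109 from the same test). When each library was scaled to *RpL32* in place of TMM, the *Pdp1* value was 1.04 and no longer passed the threshold (adjusted p = 0.188, the highest over its alternatives).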

The two other genes shown, *per* and *pdp1*, have a comparably low cycling amplitude in the largest *tim_up126* strain, also due principally to high trough values (Fig. 2 *A* and *C*). The data overall indicate an important contribution of TIM to transcriptional repression, i.e., the lower TIM levels compromise repression.

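At ZT6 the *tim_up126* levels were also above *yw*, with log2 fold changes of 1.49 for *vri* (adjusted p = 0.00915), 1.85 for *per* (adjusted p = 0.00118), and 1.15 for *Pdp1* (adjusted p = 0.00187) from edgeR's quasi-likelihood test. At ZT10 they were -0.16, 0.51, and 0.24, none of which was distinguishable from 0 (adjusted p = 0.920, 0.507, and 0.716), but without *yw* ZT22 replicate 1 or replicate 2 the *per* value passed with the same fold change (adjusted p = 0.0232 and 0.0233). At ZT22 they were 0.61, -0.18, and 0.05, none of which passed (adjusted p = 0.419, 0.898, and 0.978). These values rest on the 2 *yw* libraries that differ: against replicate 2 alone they were 2.36, 1.47, and 0.69, and against replicate 1 alone -0.12, -0.87, and -0.39, with no p-value for a single *yw* library. From the raised troughs at the lower TIM levels, the paper reasons that TIM contributes to transcriptional repression.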

**Fig. 2.**
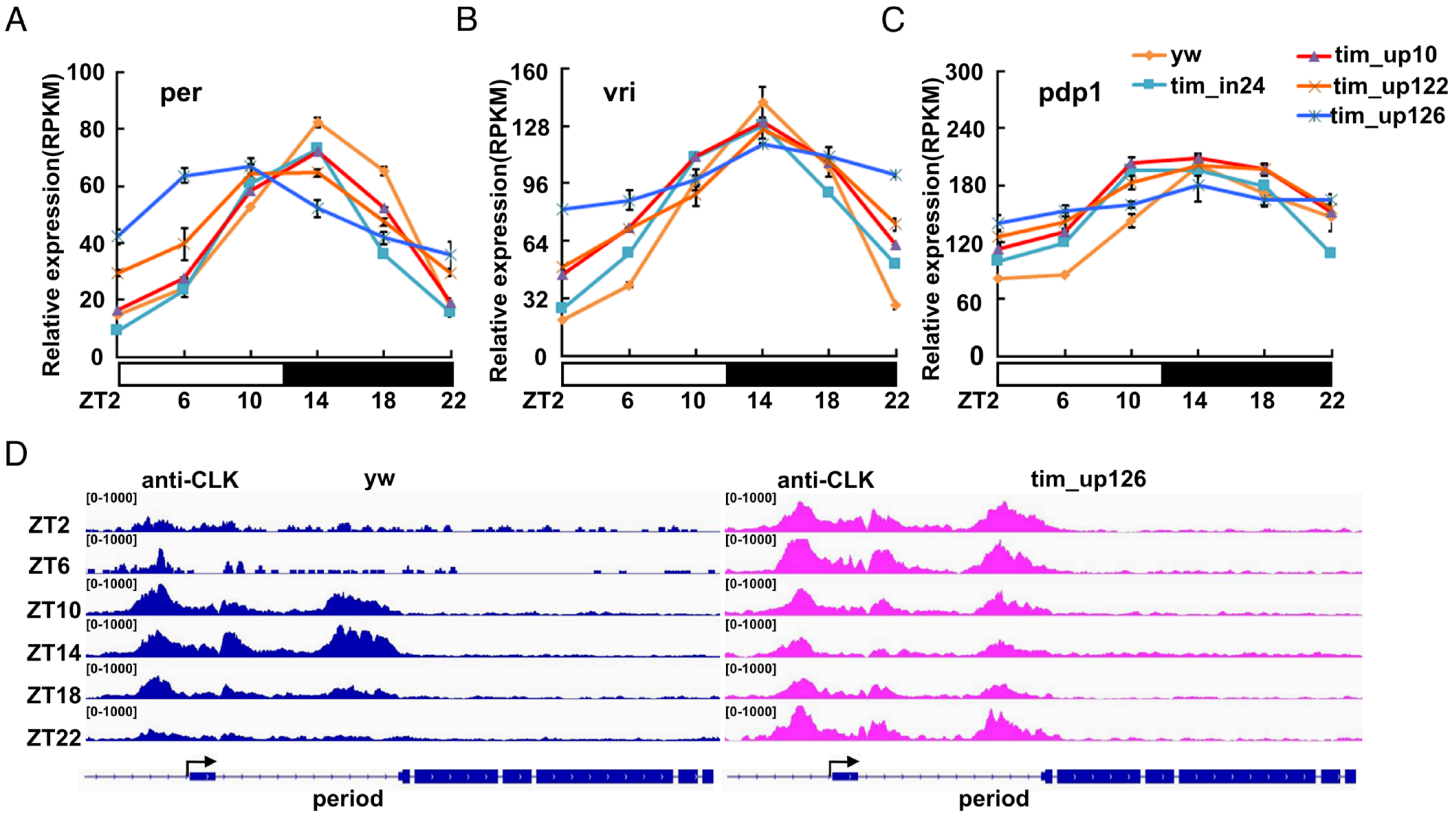
TIM represses clock gene transcription by affecting CLK DNA binding. (*A*–*C*) RNA sequencing was performed on both mutant and wild-type (*yw*) heads collected at six time points throughout the day. mRNA levels of *per* (*A*), *vri* (*B*) and *pdp1* (*C*) at each time point were quantified and graphed to show the changes that occur throughout the day. For *tim_up122*, *tim_up126*, error bars represent the SD of two biological replicates. The *y*-axis shows RPKM values normalized to the maximal level of mRNA during the day. (*D*) ChIP results show CLK binding at the *per* locus in wild-type (*yw)* (*Left*; blue) and *tim_up126* (*Right*; pink) across six time points throughout the day. In *tim_up126*, CLK binding to the *per* locus is shifted to earlier in the day.

These data (Fig. 2 *A*–*C*) have a number of other features that are worth noting. 1) Consistent with the marginal effect of the *tim_in24* deletion on *tim* gene expression peak levels (Fig. 1*C*), there is almost no effect of this deletion on trough levels of the different mRNAs. 

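In the single *tim_in24* library at ZT2, *per* had 22.3 CPM and *Pdp1* 398 CPM. The log2 fold changes against *yw* were -0.81 for *per* (standard error 0.54) and 0.20 for *Pdp1* (standard error 0.28), where the standard errors borrow the spread of the duplicated strains. For *Pdp1* the sign turned when each library was scaled to *RpL32* (-0.08). The clock gene *cwo*, not drawn in Fig. 2, was higher by 0.89 at ZT2 (standard error 0.18). Over the day it was higher by 0.37 (adjusted p = 0.000489, edgeR's quasi-likelihood test). On mean log2 CPM this was 0.39 (exact permutation p = 0.00617), and 0.42 and 0.35 without *yw* ZT22 replicate 1 or replicate 2. In *tim_up126* it was also higher over the day (0.25). Of 9 clock genes, 2 were called in *tim_in24* over the day, *per* and *cwo*. Over the 6 time points together, *per* was lower than in *yw* by a log2 fold change of -0.67 (standard error 0.19, adjusted p = 0.0100, edgeR's quasi-likelihood test). In the exact permutation of genotype labels this *per* difference did not pass (-0.56 on log2 CPM, two-sided p = 0.128). Without *yw* ZT22 replicate 1 the edgeR value was -0.39 (adjusted p = 0.000692; exact permutation p = 0.0895), and without replicate 2 it was -0.78 (adjusted p = 6.23e-08; exact permutation p = 0.0741). *vri* was not distinguishable from *yw* by edgeR's test (-0.05, standard error 0.18, adjusted p = 0.899), but it passed as higher without replicate 1 (0.24, adjusted p = 0.000825) and as lower without replicate 2 (-0.17, adjusted p = 0.0130), so its direction is not settled.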

2) There is only a modest effect of most of the deletions on peak mRNA levels. 

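At ZT14 in *tim_up126*, *per* stood at 52.7 ± 1.3% of *yw*, *vri* at 69.95 ± 1.2%, and *Pdp1* at 72.1 ± 14.4%, with the SD of the replicates (n = 2) carried through the ratio. The log2 fold changes were -0.92 (adjusted p = 0.12), -0.52 (adjusted p = 0.491), and -0.47 (adjusted p = 0.278), so none passed the threshold of edgeR's quasi-likelihood test over all libraries. This outcome rests on the *yw* ZT22 pair. Without replicate 1 of that pair, *per* and *vri* passed with unchanged fold changes (adjusted p = 9.11e-05 and 0.000619), and without replicate 2 they passed as well (9.37e-05 and 0.000607). With no filter on low counts all 3 genes passed, and over the alternatives the adjusted p ran from 2.63e-10 to 0.387 for *per*, from 0.00299 to 0.995 for *vri*, and from 0.0145 to 1 for *Pdp1*. In *tim_up122* the ZT14 levels were 66.45%, 80.3%, and 84.4% of *yw* for *per*, *vri*, and *Pdp1*. They were 73.9%, 84.9%, and 82.2% in *tim_up10*, and 75.3%, 84.6%, and 79.1% in *tim_in24*. With all libraries none of the 3 *tim_up122* levels passed edgeR's test (adjusted p = 0.409, 0.757, and 0.693). Without *yw* ZT22 replicate 1 those of *per* and *vri* passed (adjusted p = 0.0097 and 0.0401), as they did without replicate 2 (0.00986 and 0.0402). With no filter on low counts only that of *per* passed (adjusted p = 0.000277).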

3) *pdp1* mRNA levels are almost unchanged as a function of time in the *tim_up126* deletion strain, i.e., they are strongly affected with a cycling amplitude at or near-zero. 

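In *tim_up126* the mean *Pdp1* level ranged from 680 CPM at ZT2 to 1005 ± 192 CPM (SD, n = 2) at ZT14. Its 24 h rhythm had a log2 amplitude of 0.25 and did not pass the threshold (adjusted p = 0.156, edgeR's quasi-likelihood F test over 12 libraries). In *yw* the amplitude was 1.08 (adjusted p = 0.000314, 11 libraries). The rhythms of the 2 strains differed (adjusted p = 0.0101 from the same test). The *tim_up126* amplitude stayed between 0.19 and 0.30 with each library left out in turn, and the rhythm passed the threshold under 2 of 6 alternatives, one of them without a filter on low counts (adjusted p = 0.0124), with an adjusted p from 0.00029 to 0.155 over the 6, so the absence of a rhythm is not settled.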

4) There is an interesting advanced phase effect on *per* RNA cycling in the *tim_up126* strain. 

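In *tim_up126*, *per* mRNA was highest at ZT10, with 221 ± 13.1 CPM (SD, n = 2), and at ZT6, with 217 ± 3.2 CPM (SD, n = 2). In *yw* it was highest at ZT14, with 315 ± 7.1 CPM (SD, n = 2). The phase of a 24 h harmonic fitted to log2 CPM was 9.14 h in *tim_up126* and 14.9 h in *yw*, an advance of -5.77 h. Exact permutation of genotype labels within each time point gave a two-sided p = 0.00206 over 23328 splits (0.0329 after Benjamini-Hochberg adjustment over 16 phase tests). The library labelled *yw* ZT22 replicate 1 moved this value most: without it the difference was -4.94 h (exact permutation p = 0.00712). The *per* rhythm in *tim_up126* had a log2 amplitude of 0.54 (adjusted p = 2.65e-05, edgeR's quasi-likelihood F test).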

As this effect is matched by the advanced phase of the Clk ChIP profile, it suggests that this is a transcriptional effect due perhaps to the markedly lower levels of the PER–TIM repressor (Fig. 2 *A* and *D*). However, other CLK-CYC direct target genes are not so strikingly advanced, further suggesting a somewhat different regulation of *per* transcription.

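The phase differences between *tim_up126* and *yw* were 0.38 h for *tim*, 1.41 h for *vri*, and -1.16 h for *Pdp1*, and the exact permutation test gave p = 0.905, 0.528, and 0.471 for them. For *tim* the sign turned to -0.30 h without *tim_up126* ZT22 replicate 1. Without *yw* ZT22 replicate 1 the differences were 1.10 h for *tim*, 2.21 h for *vri*, and -0.51 h for *Pdp1*. The difference of *per* in *tim_up122* was -2.53 h (exact permutation p = 0.0516, 0.275 after adjustment over the 16 tests). It was -3.23 h without *yw* ZT22 replicate 2 (exact permutation p = 0.00206) and -2.92 h with linear CPM (exact permutation p = 0.00424), both before adjustment, and in 7 of the 23 fits that each left out 1 library this p was under 0.05. Without *yw* ZT22 replicate 1 it was -1.70 h (exact permutation p = 0.102). Whether the advance of *per* is larger than that of another gene was not tested.

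**Figure D2:**
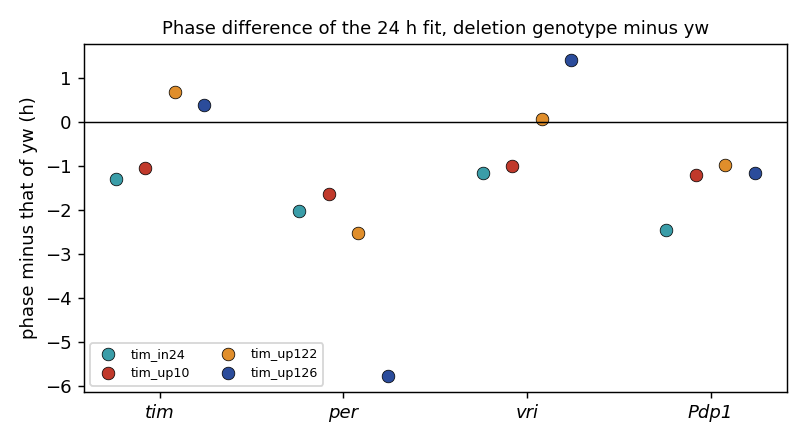
Difference in phase (h) of the 24 h fit between each deletion strain and *yw* for *tim*, *per*, *vri*, and *Pdp1*; each point is 1 strain, and points below 0 are earlier than *yw*. The *tim_up126* point of *per* is at -5.77 h.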

Less robust transcriptional repression of CLK-CYC direct target genes might involve less robust release of CLK-CYC from chromatin at times when the transcription rate of these genes is relatively low (32). To address this possibility, we assayed by ChIP-seq (Chromatin-immunoprecipation followed by sequencing) the association of CLK with clock gene regulatory regions in the *tim_up126* mutant strain as a function of time of day. We assayed in parallel a WT strain as a positive control, as this result has been previously reported (23, 32). *per* and *pdp1* genes are shown as their CLK binding pattern is approximately characteristic of all well-known direct target genes (Fig. 2*D* and *SI Appendix*, Fig. S2).

CLK:CYC manifests a canonical association pattern with the *per* regulatory regions in a wild-type (*yw*) strain, namely, binding is maximal at ZT10 and ZT14 and very low at the beginning and end of the day, similar to *per* transcription and RNA profiles (Fig. 2 *D*, *Left*). The pattern is very different in the *tim_up126* strain (Fig. 2 *D*, *Right*), suggesting that the usual temporal association pattern of CLK:CYC with its direct target genes—especially the weak binding normally observed at the beginning and the end of the day when transcription is low—is affected by a lack of sufficient TIM. Although the patterns are not completely identical on all direct target genes this feature is consistent.

It is worth noting in this context that although the *tim_up126* deletion accidentally created a canonical E-box (Fig. 1*B*), the phenotype of this deletion is more severe than that of the smaller *tim_up122* deletion, which does not create an E-box (Fig. 2 *A*–*C*). This suggests that a simple E-box is insufficient to recruit normal CLK/CYC activity in this in vivo context.

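Over the day, *tim* was lower in *tim_up126* than in *tim_up122* by a log2 fold change of -1.15 (standard error 0.13, adjusted p = 6.29e-07, edgeR's quasi-likelihood test), and it stayed between -1.22 and -1.10 with each of the 24 libraries left out in turn. At ZT2, *per* and *Pdp1* were higher in *tim_up126* by 0.52 (standard error 0.35, adjusted p = 0.835) and 0.29 (standard error 0.23, adjusted p = 0.883). Neither difference passed edgeR's quasi-likelihood test over all libraries. The standard errors draw on the spread within all duplicated groups, the *yw* ZT22 pair included, and not only on that of the ZT2 replicates compared. With each library left out in turn these differences ran from 0.408 to 0.615 for *per* and from 0.080 to 0.476 for *Pdp1*. With no filter on low counts the *per* difference passed the threshold (adjusted p = 0.00959), and over the alternatives its adjusted p ran up to 1.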

### Circadian Neuron Clock Gene Expression Is Still Robust In the *tim_up126* Strain.

Fly head extracts are a traditional substrate for *Drosophila* circadian biochemistry and encompass a heterogeneous mix of tissues, including photoreceptors, fat body, neurons, and glia. Indeed, previous studies report that different circadian tissues exhibit highly heterogeneous sets of molecular clock outputs: there are only 14 common cycling transcripts between brain, fat body, gut, and malphigian tubules. Because eight of them are transcribed from the core clock genes *tim*, *vri*, *per*, *cry*, *Clk*, *cwo*, *Pdp1*, and *Cipc* (33), the core circadian oscillator is likely much more similar between tissues and cell types than their output transcripts. Nonetheless, core clock components are subject to heterogeneous splicing in an environment- and cell type–specific fashion (34–37), suggesting that there may be other differences in the regulation of core clock component between different head tissues. We were particularly interested whether the detailed regulation of *tim* transcription within the 150 clock neurons of the fly head is different from that observed in head extracts (Figs. 1 and 2). As mentioned above, this is because clock neurons dictate circadian locomotor activity rhythms and because their biochemical properties are likely invisible in fly head extracts (38).

We first carried out TIM immunostaining around the clock in the *tim_up126* strain in constant darkness conditions, i.e., the same conditions under which circadian behavior is normally assayed. Although the TIM expression phase is somewhat shifted and TIM levels somewhat lower in the deletion mutant strain than in the *yw* strain, (Fig. 3*A*), the curves are much more similar than the dramatically different TIM western blot results from head extracts (Fig. 1 *D* and *E*). PER immunostaining of the *tim_up126* strain was similarly shifted compared to *yw* (Fig. 3*B*), which is very different from the PER western blot results from head extracts (*SI Appendix*, Fig. S3). Moreover, PDP1 was still cycling in clock neurons of the *tim_up126* strain albeit with lower peak levels (Fig. 3*C*). This is also very different than *pdp1* mRNA cycling in heads; levels are high and virtually noncycling (Fig. 2*C*). The staining results indicate that TIM expression and the molecular clock more generally function quite well in the clock neurons despite the *tim_up126* deletion.

**Fig. 3.**
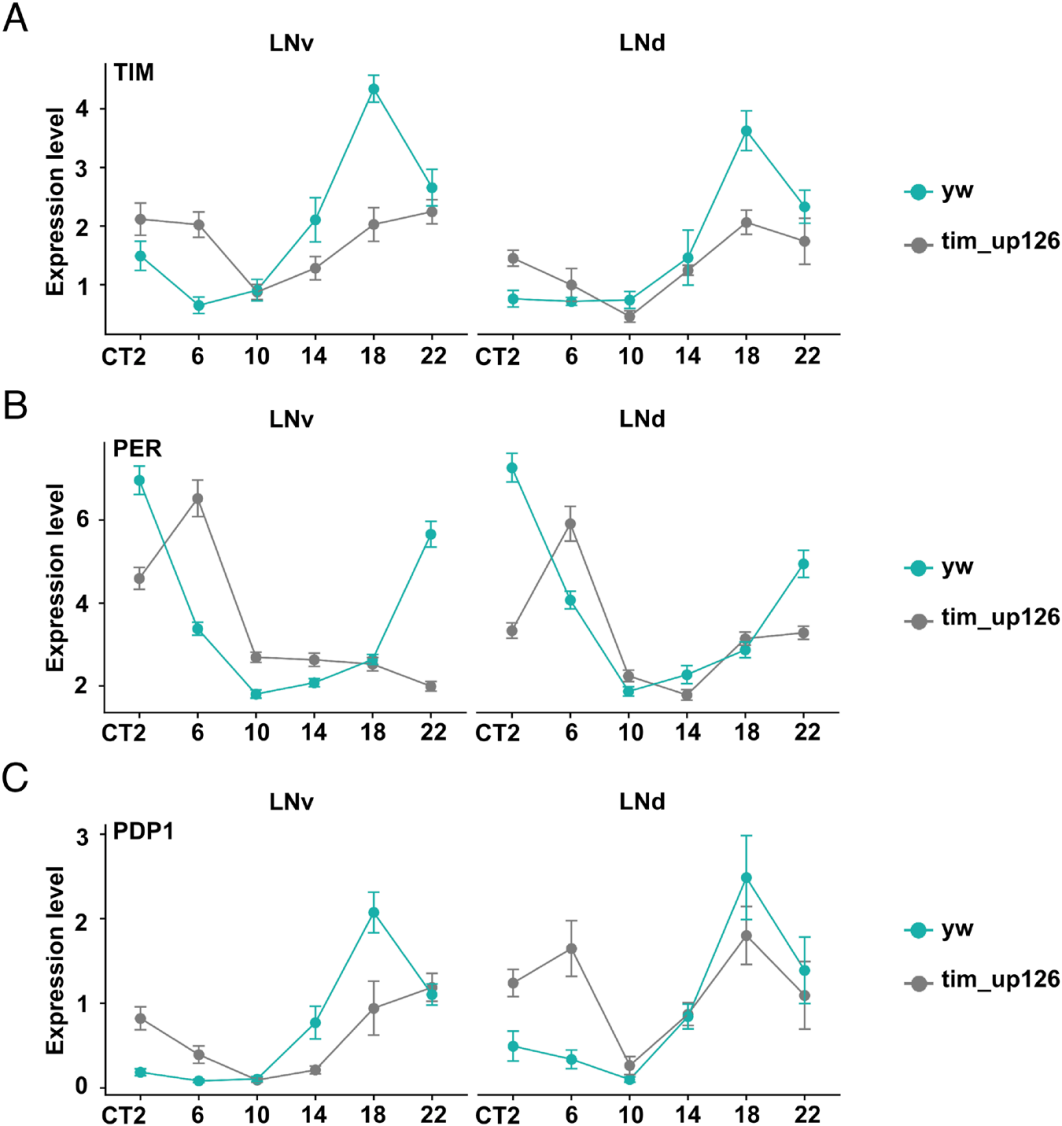
Immunostaining for TIM, PER, and PDP1 reveals that the components of the molecular clock are still properly expressed in the pacemaker neurons of the *tim_up126* mutant. (*A*–*C*) Quantification of the immunostaining signals of TIM (*A*), PER (*B*), and PDP1 (*C*) in *yw* (blue line) and *tim_up126* (gray line). Flies were entrained in LD condition for 4 d before being subjected to constant darkness condition for 3 d. Brains were dissected for immunostaining at time points throughout the third day in constant darkness. Error bars represent the SEM.

The much stronger TIM expression pattern in the clock neurons could be due to altered transcriptional regulation in these cells or to some compensating regulation like enhanced protein stability. To distinguish between these possibilities, we used the single molecule in situ hybridization platform RNAScope to assay the effect of the *tim_up126* deletion on *tim* mRNA levels in the clock neurons and in glia (39). We also considered that the effects of the *tim_in24* deletion could be informative and therefore assayed this strain in parallel (40).

The in situ hybridization data parallel what was observed by immunohistochemistry (Fig. 3), namely, a modest effect of the *tim_up126* deletion on *tim* mRNA levels in clock neurons and a strong effect in glia (Fig. 4). The modest effect of this upstream deletion is mirrored by a similarly modest effect of the *tim_in24* deletion on clock neuron *tim* mRNA levels. In contrast, there is little or no effect of the intronic deletion on *tim* mRNA levels in glia, the opposite of the strong *tim_up126* deletion effect in glia. We conclude that *tim* expression in glia relies predominantly if not exclusively on the 126 upstream enhancer region, whereas enhancer activity responsible for *tim* expression in clock neurons is shared between this region and the intronic region.

**Fig. 4.**
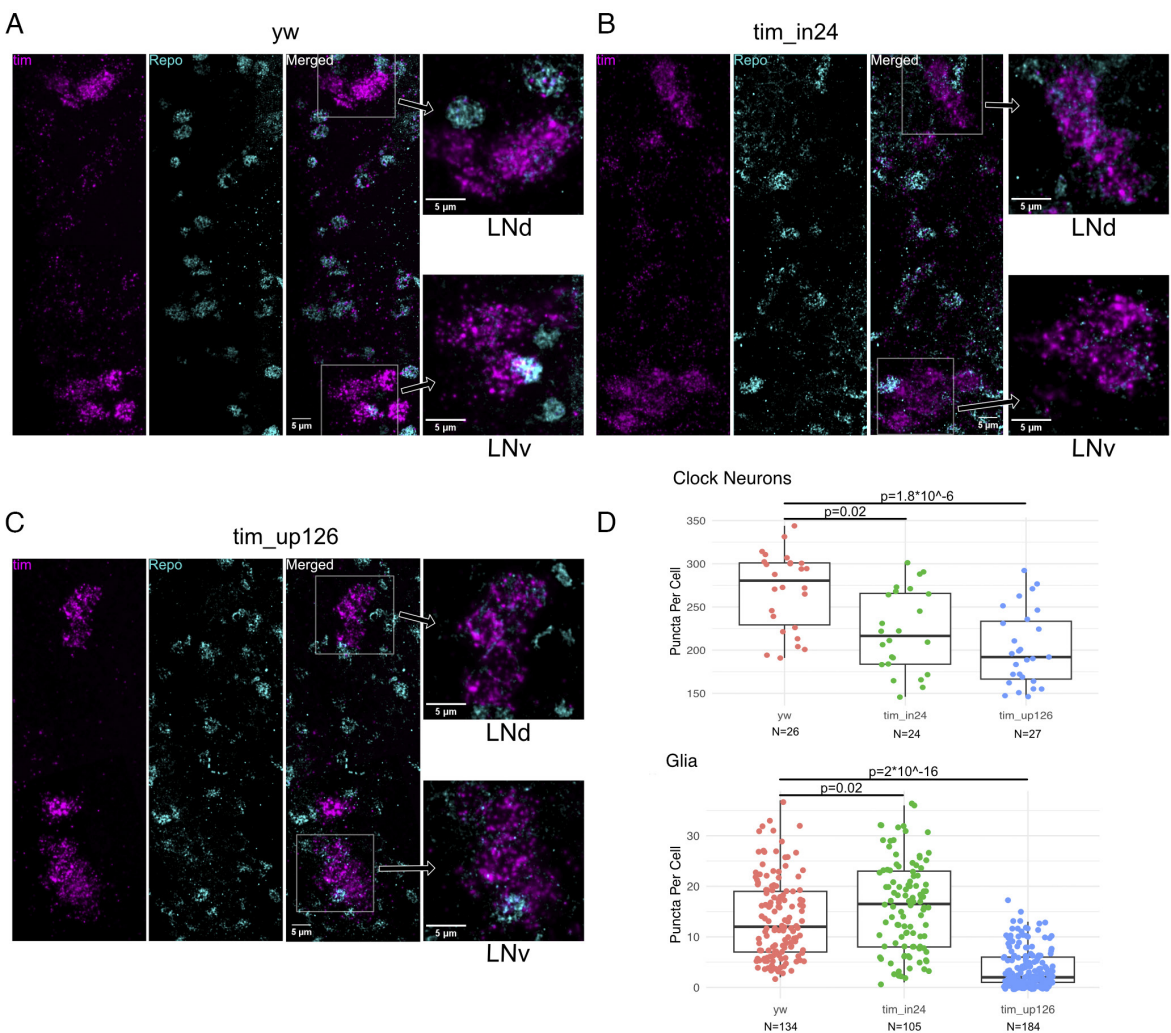
The pacemaker neurons *in tim_in24* and *tim_up126* exhibit modestly reduced *tim*, while *tim_up126* glia exhibit severely reduced *tim*. (*A*–*C*) Fluorescence in situ hybridization with RNAScope was performed to detect expression of *tim* mRNA in *yw* (*A*), *tim_in24* (*B*), and *tim_up126* (*C*) brains at ZT16. One representative max-Z projected brain hemisphere is shown per condition, along with representative Z-projected slices with no overlapping cells, demonstrating the punctate signal in the dorsolateral neurons (LNds) and ventrolateral neurons (LNvs) used for quantification in *D*. (*D*) Puncta quantification in Clock neurons (*Top*) and glia (*Bottom*) across conditions (four brains per genotype, two replicates with two brains each). Glia are defined by Repo signal, while Clock neurons are defined as cells outlined by *tim* signal with no repo signal. Statistical analysis was conducted with a one-way ANOVA with the post hoc Tukey HSD test.

### Clock Neurons But Not Glia Utilize a Much More Active *tim* Intron Regulatory Element.

To address this clock neuron vs. glia *tim* enhancer distinction, we used ATAC-seq to characterize gene regulatory regions from purified cells. We began by examining the nSyb and Repo genes in clock neurons and in glia. Consistent with expectation, the nSyb gene has open chromatin only in clock neurons whereas the Repo gene has open chromatin only in glia (Fig. 5*A*).

**Fig. 5.**
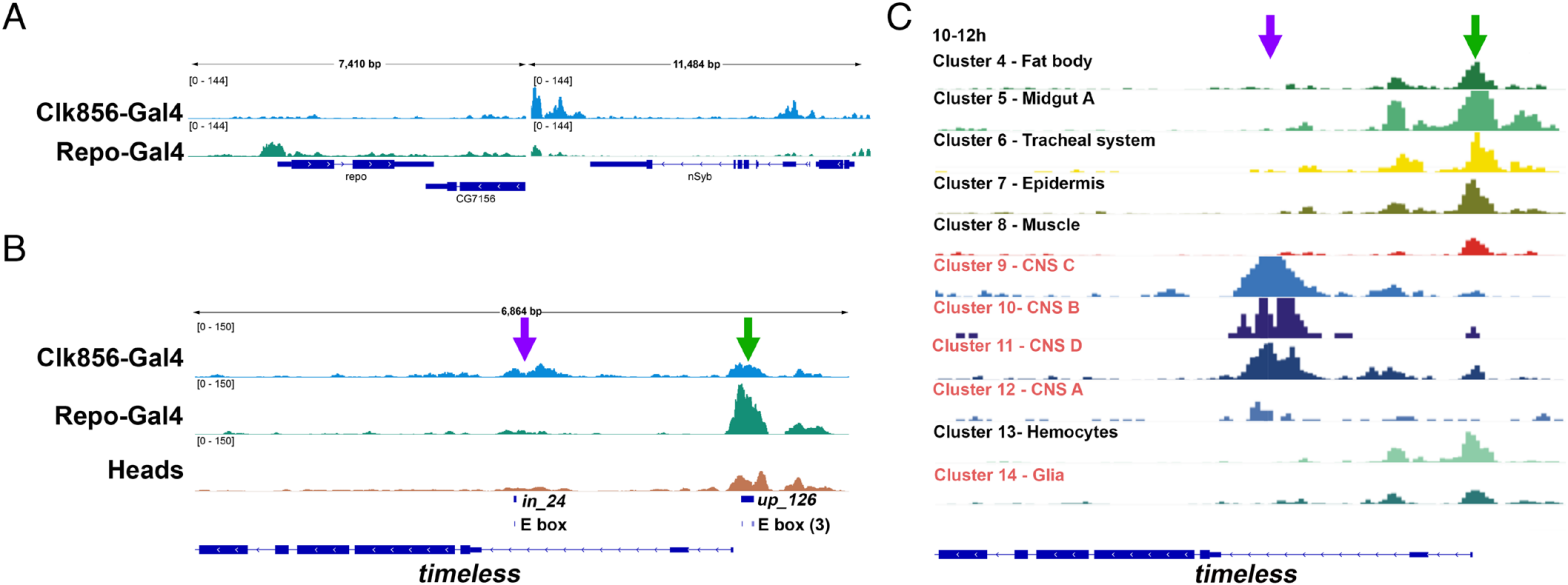
Distinct chromatin accessibilities in the intronic and upstream E-Box regions of *tim* genome. (*A*) The results of ATAC-Seq analysis from glia (green) and clock neurons (blue) are shown for glial and neural marker genes—repo and nSyb. (*B*) The chromatin accessibilities of the *tim* regulatory region in glia, clock neurons and heads. Each track is consistent with three other replicates performed for the same cell type. Flies were entrained in LD condition at least for 3 d before the experiments. Approximately 5,000 cells for glia and clock neurons were collected by Fluorescence-activated cell sorting (FACS). For ATAC-Seq from heads was done using 10 heads per replicate. (*C*) The *tim* intronic E-box region has accessible chromatin in neural cells but not in glia since an early developmental stage (10 to 12 h after egg laying). Figure *C* was directly taken from the single-cell ATAC-Seq data published on http://shiny.furlonglab.embl.de/scATACseqBrowser/. Green and purple arrows for all figures indicate the tim126 peak and intronic peak respectively.

We then focused on the *tim* regulatory region and how it differs in these same two cell types; we also assayed head chromatin (Fig. 5*B*). There are two broad accessible regions in all cases, one of which corresponds to the intronic CLK binding site (purple arrow) and the other to the 126 CLK binding site (green arrow). In the case of the head pattern (Fig. 5*B*), the relative size of these two regions (126 ≫ intron) resembles their relative signal in the head CLK ChIP assay (Fig. 1*A*). This indicates that the head ATAC-seq pattern simply reflects the much greater CLK binding to the 126 region than to the intronic region in heads and suggests that a similar CLK binding ratio occurs in glia. In fact, Repo-Gal4 cells have even less relative intronic region signal than heads (126 ≫≫ intron; Fig. 5*B*), suggesting that there is even less relative CLK binding to the intronic region of glia, perhaps because heads are comprised of mixed cell types—some of which may have more intronic CLK binding. The absence of any substantial intronic ATAC-seq signal provides an explanation for why there is little if any glial circadian gene expression without the upstream 126 region.

Clock neurons (Clk856-GAL4 cells) in contrast are very different: They have much more ATAC-seq intronic signal, comparable to the signal found at their 126 region (Fig. 5 *B*, *Top*). This provides a mechanistic explanation for why circadian neuron *tim* gene expression is substantial despite the 126 deletion: The intronic region alone is sufficient to recruit sufficient CLK in circadian neurons but not in glia (Fig. 5; *Discussion*).

### What Might Determine These Cell Type Differences between ATAC-Seq Patterns?

We considered that there might be a developmental factor that opens or reflects a greater opening of the *tim* intronic E-box region of chromatin in neurons relative to glia. Consistent with this prediction is a striking open chromatin region over the intronic E-box in neurons but not in glia; this open region is present in published ATAC-seq patterns during fly embryonic development (Fig. 5*C*). As this region appears before the appearance of *Clk* gene expression (41), these temporal data suggest that another factor opens the chromatin at the *tim* intronic E-box region during embryonic development, which ultimately enables its subsequent interaction with much more CLK in circadian neurons than in glia.

Alternatively, a quantitative difference in CLK expression between adult clock neurons and glia might exist and contribute to the distinction in ATAC-seq patterns between these cell types. To address this second possibility, we overexpressed CLK in glia with UAS-CLK and Repo-Gal4. Unfortunately, only adult overexpression was possible. This was enabled by the auxin-inducible gene expression system (AGES) and was necessary because the simpler strategy of UAS-CLK expression with Repo-GAL4 throughout development was lethal; this was also the case with nSyb-GAL4; see below. Nonetheless, we considered that adult overexpression might still be effective because mammalian CLK has been shown to act as a pioneer transcription factor by opening closed chromatin (42).

The results indeed indicate that adult CLK overexpression in glia increased the ATAC-seq signal within the intronic E-box region of the *tim* gene (Fig. 6 *A*, *Left*, purple arrow; compare the change of these peaks to the no change in the flanking control peaks). The effect however is modest. Moreover, there is a comparable and perhaps even greater effect on the upstream 126 E-box region, indicating that the dramatic ratio of open chromatin between the two regions (126 ≫ intronic) is not appreciably altered. There is a similar modest positive effect on the ATAC-seq signals corresponding to the CLK-binding peaks within the *vri* gene regulatory region (Fig. 6*B* and *Discussion*), suggesting that the increase in CLK-binding peak signal is general. Although caveats exist (*Discussion*), this argues against a simple version of this second possibility.

**Fig. 6.**
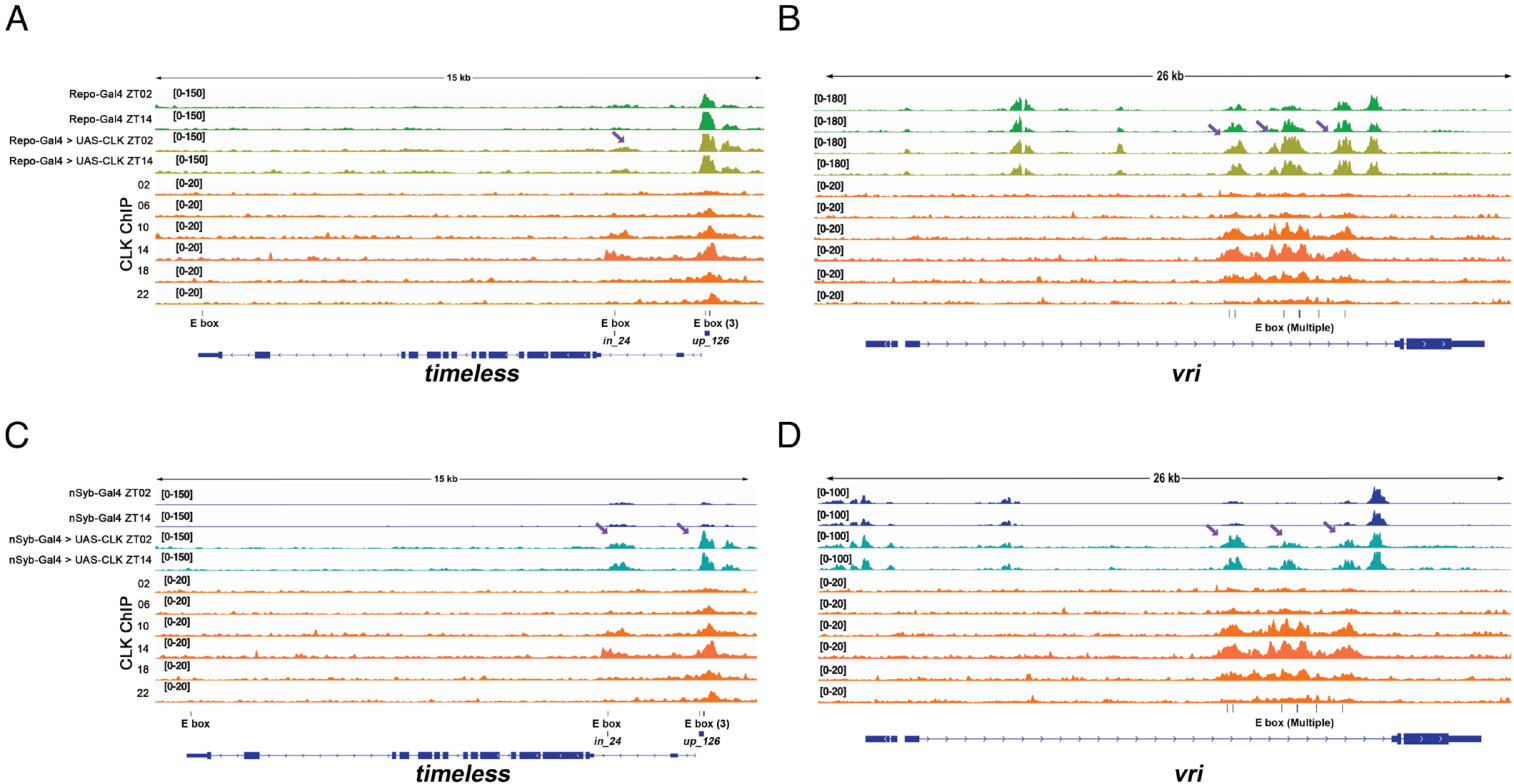
CLK facilitates the accessibility of core clock gene regulatory regions. (*A*–*D*) UAS-CLK flies were crossed with Repo-GAL4; AGES-Gal80 and nSyb-Gal4; AGES-Gal80 to achieve adult-specific CLK expression. Two-week-old progeny were fed 10 mM auxin for 5 d while being entrained in LD condition. Flies were collected at ZT02 and ZT14 and 5,000 cells per replicate were used for tagmentation. ATAC-Seq tracks are aligned with tracks for CLK-ChIP (around the clock). (*A* and *B*) Adult-specific overexpression of CLK in glia results in a modest yet noticeable increment in chromatin accessibility within E-box regions of *tim* (*A*) and *vri* (*B*). (*C* and *D*) Adult-specific expression of CLK in neurons results in dramatically enhanced chromatin accessibility of the *vri* (*C*) and *tim* (*D*) genes. Both neural and glial-specific overexpression of CLK have at least two replicates. Purple arrows indicate regions of increased chromatin accessibility driven by CLK overexpression.

To provide a more general context to the effect of adult CLK overexpression, we expressed UAS-CLK in most if not all adult neurons with nSyb-GAL4 as well as the AGES system (Fig. 6 *C* and *D*). The results were qualitatively similar to Repo-gal4 CLK adult overexpression, e.g., an enhanced ATAC-seq signal in the CLK-binding region within the *vri* gene (Fig. 6*B*). However, neuron overexpression resulted in a much larger signal increase in this region of the *vri* gene (Fig. 6*C*, indicated by purple arrows). CLK overexpression causes an even more dramatic signal increase in the relevant regions of the *tim* gene (Fig. 6*C*).

We interpret the dramatic quantitative difference between glia and neurons to the fraction of these cell populations that contain a molecular clock in wild-type fly heads; many, most, and perhaps all glia contain a molecular clock, whereas there are only 150 circadian neurons in the adult fly brain. Although this number is likely to be an underestimate of the number of neurons with a molecular clock, it is likely that most fly brain neurons do not contain a robust molecular clock. Consistent with the notion that the control nSyb ATAC-seq signal reflects the 150 neurons, the ratio of the two *tim* regions is approximately equal (Fig. 6*C*), similar to its ratio in clock neurons. We therefore suggest that the very large increase in ATAC-seq signal with nSyb-GAL4 represents the de novo recruitment of naïve adult brain neurons to become circadian neurons. This notion is based on the previously observed effect of ectopic CLK expression in flies (43, 44) as well as its chromatin remodeling properties in mammals (42).

### *tim* Deletion Effects on Behavioral Rhythmicity.

The *tim* expression and clock gene cycling results (Figs. 3 and 4) as well as the ATAC-seq data (Fig. 5) beg the question, what are the deletion effects on circadian behavior? Not surprisingly perhaps, the key deletion strains have comparable decreases in rhythmicity, most notably the *tim_up126* (*P* = 0.007) and *tim_in24* (*P* = 0.01) strains (Fig. 7*A*), which is consistent with the comparable ATAC-seq signals on these two regions in clock neurons. This suggests that elimination of either enhancer reduces *tim* expression to approximately the same extent (Fig. 4), with a comparable effect on the rhythmic index. Although the data do not allow for a more quantitative assessment, it is interesting that a likely modest decrease in *tim* expression and molecular cycling amplitude within clock neurons affects rhythmic index rather than period length (*Discussion*).

**Fig. 7.**
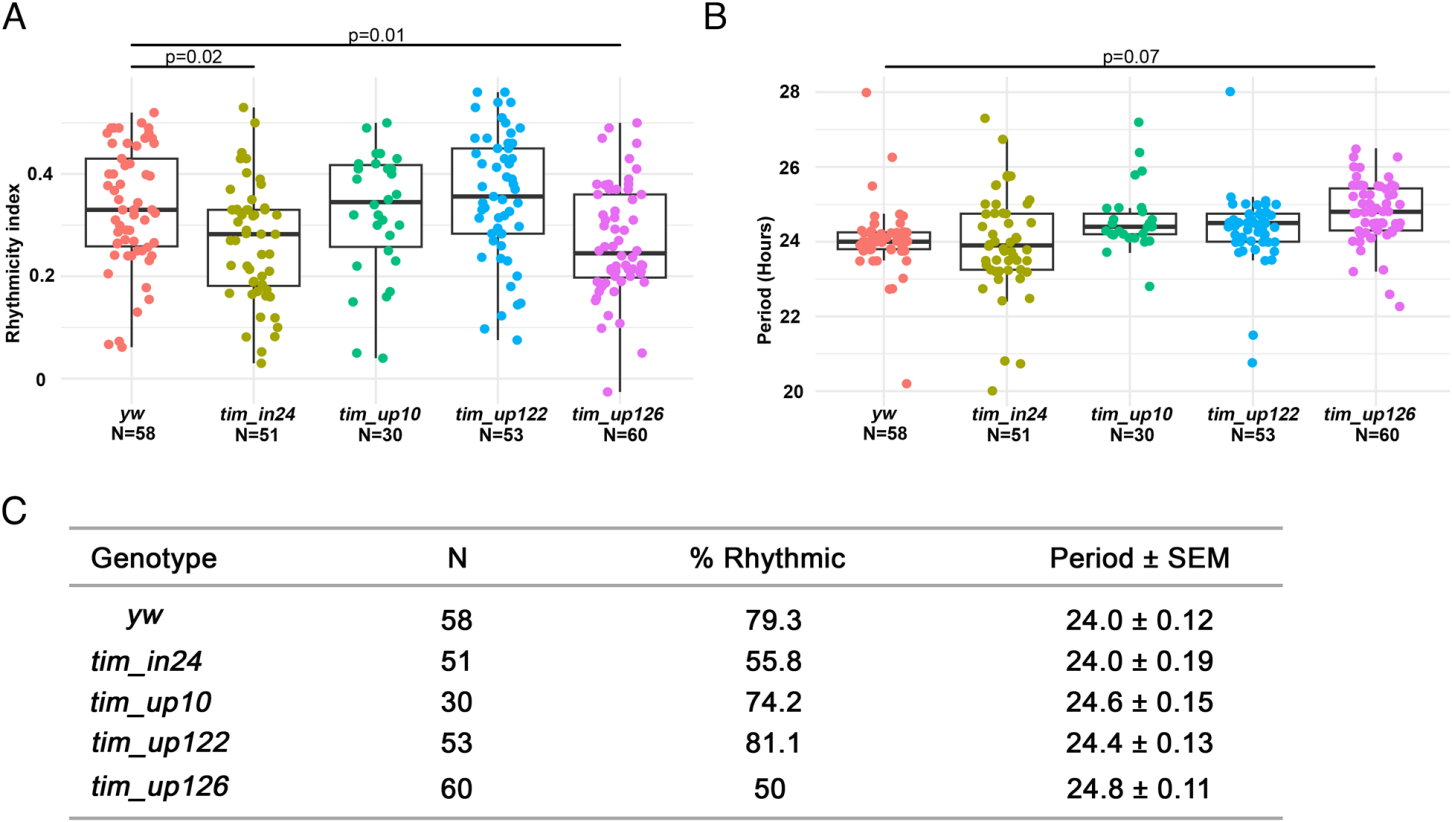
Deletions in the promoter and intronic sequence of *tim* affect rhythmicity and period. (*A* and *B*) Quantification of rhythmic index (*A*) and period length (*B*) of the E-box deletion mutants in free running conditions. (*C*) Table of rhythmic features calculated from *A* and *B*. Flies with a rhythmic index greater than 0.25 were defined as rhythmic. Male flies were entrained in LD conditions before being subjected to constant darkness condition for 7 d at 25 °C. Flies from two replicate experiments were analyzed together. Statistical analysis was conducted with a one-way ANOVA with the post hoc Tukey HSD test.

The deletion effects on the circadian period are different from those on the rhythmic index. The upstream deletion strains have a slightly (0.5 h) longer period than WT with no statistically significant difference between them, whereas the *tim_*in24 strain is indistinguishable from WT (Fig. 7 *B* and *C*). We speculate that this distinction between the two regions may reflect a modest effect of the glial clock on the circadian period.

## Discussion

To address the contribution of canonical *cis*-regulatory elements to clock gene expression and to the *Drosophila* circadian behavioral program, we generated a series of deletions that encompass *tim* transcriptional regulatory DNA. There was a major effect of the largest upstream deletions on *tim* gene expression in heads and glia. In contrast, these deletions only had a modest effect on *tim* gene expression in clock neurons. Addressing this discrepancy let us to identify a substantial difference between glia and neurons in the extent of open chromatin at the intronic E-box region. The findings have implications for the tissue-specific regulation of circadian gene expression and extend to more general considerations of transcription factor activity as well as to interpretations of quantitative differences in ATAC-seq signals between tissues. Most data in the literature address qualitative ATAC-seq differences between tissues.

The deletion strains were made with CRISPR and effectively constitute an allelic series that progressively decrease *tim* gene expression in heads; the *tim_up126* strain has the biggest deletion and reduces the amplitude of *tim* RNA cycling and peak levels to about 15% of normal with similar effects on TIM protein levels. Although the cycling amplitude of other clock genes is also reduced, these effects are very different from those on *tim*; they increase trough levels rather than reduce peak levels (Fig. 2 *A*–*C*). Moreover, there is much more robust CLK/CYC chromatin binding in the *tim_up126* deletion mutant strain at times when transcription and chromatin binding are normally low in the WT strain, i.e., ZT2, ZT6, and ZT22 (Fig. 2*D*). Decreased TIM expression levels result in a lower amount of PER–TIM complex within some or all clock neurons. This leads to incomplete repression of CLK/CYC binding activity, contributing to reduced cycling amplitudes of clock mRNAs like *per*, *vri*, and *pdp1*. These data suggest that TIM like PER contributes directly to transcriptional repression via removal of CLK/CYC from chromatin, i.e., the low overall TIM levels in the *tim_up126* strain enhance clock gene expression at these times. Indeed, TIM and PER probably ChIP identically to chromatin, suggesting that a PER–TIM dimer is the on-chromatin transcriptional repressor, analogous to the mammalian PER-CRY repressor.

All of these considerations apply to fly heads, which contain a complex mix of cell types. The eyes and glia are known to contain robust molecular clocks and dominate traditional circadian biochemistry and gene expression results from heads. Signals from these two tissues and perhaps other head cell types likely dwarf the signals from the 150 clock neurons, which are then probably invisible in head data. Importantly, the *tim_up126* deletion effect on clock neuron *tim* expression is much less severe than its effect on head and glial *tim* expression (Figs. 3 and 4). This distinction is well illustrated by the modest effect of the *tim_up126* deletion on *tim* gene expression in at least some and perhaps all circadian neurons as well as by comparing its effect on the *tim* RNA signal between the clock neurons and glia (Fig. 4). Intriguingly, the *tim_in24* deletion has a modest effect on clock neuron *tim* expression approximately equal to that of the *tim_up126* deletion but no effect on glial *tim* expression.

What accounts for these deletion effects? The larger upstream deletions remove the CLK-binding region, which contains three E-boxes and is the major CLK binding site in heads; only the minor single E-box–containing intronic enhancer remains. ATAC-seq profiles as well as CLK ChIP assays indicate that CLK binds poorly to this intronic region in heads and in glia as expected. Although we have not done cell-specific CLK ChIP assays, we suspect that the much more prominent ATAC-seq profile of this region in circadian neurons (Fig. 5) likely reflects its stronger CLK binding as well as a more shared distribution of CLK binding between the two regions in these neurons.

These ATAC-seq data can also explain why the large upstream deletions only have a modest effect on circadian behavior. Indeed, their impact on rhythm strength is about the same as the impact of the intronic enhancer deletion (Fig. 7), reflecting the roughly similar enhancer activities of the two regions (Fig. 5). These features indicate a specialized, cell-specific role for the intronic enhancer and are reminiscent of the “shadow enhancer” model of gene regulation (45, 46). This model suggests that the intronic enhancer is necessary for robust *tim* expression despite environmental challenge, a possibility we are keen to explore. Perhaps other shadow enhancers will be similarly featured by additional phenotyping or more detailed characterization.

Although it is not surprising that reduced cycling amplitude of clock gene expression affects rhythm strength, there is not much precedence for this relationship in the literature. There is in addition a small period-lengthening effect of only the upstream deletions. It is tempting to consider that this is an effect of dramatically reduced *tim* expression and clock gene cycling only in glia, a possibility we will test.

What is the explanation for the substantially more open intronic ATAC-seq pattern in clock neurons compared to glia? A published ATAC-seq analysis indicates that a factor binds to this region of *tim* regulatory chromatin in neurons but not in glia during embryonic development (Fig. 5). This factor may license more CLK binding at this location before disappearing later in development. A second possibility is a relevant adult neuron-specific factor. It could open chromatin of the *tim* intronic region and/or even bind to this region, perhaps adjacent to CLK. Another possibility is that neurons have more CLK or higher CLK activity than glia, promoting more CLK binding to the less efficient intronic E-box. We tried to address this last possibility by overexpressing CLK in glia. The results were negative, namely, the skewed glial ATAC-seq pattern was not converted into the more symmetric neuronal pattern (Fig. 6). This was perhaps because we could not overexpress CLK during development due to the lethality of overexpression. There was however a modest increase in the ATAC-seq signal of both regions, suggesting that signal intensity may parallel an increase in in vivo CLK activity. A simple mechanistic interpretation is that increased CLK levels decrease the CLK off-rate, which might be inversely related to ATAC-seq signal strength.

However, a different explanation is required for the much larger increase in ATAC-seq signals by overexpressing CLK in most or all adult neurons with nSyb-GAL4 (Fig. 6). We suggest that these dramatic increases reflect CLK activity in many neurons that normally never express CLK. The result recalls the ability of CLK expression to effect ectopic brain clocks (43, 44). These previous studies expressed CLK throughout development, but our current result suggests that adult expression can also create ectopic clocks; a further suggestion is that even adult CLK expression can effectively open chromatin (42).

Although there is at present no definitive mechanistic explanation for the ATAC-seq pattern differences between neurons and glia, there is an attractive teleological explanation. Although each cell has only one copy of *tim* regulatory DNA, the cell size and RNA content of circadian brain cells differ substantially, e.g., glia may be on average smaller cells than clock neurons. The larger cells may require more gene expression from each genome to synthesize more clock gene RNA and protein per cell. Because the clock molecules are degraded every 24 h, a greater rate of synthesis may be the only way to achieve higher peak levels in larger cells. Although higher synthesis rates can occur in a number of ways, recruiting more CLK via the intronic regulatory region as well as the 126 region in the case of neurons can enable more robust clock gene transcription compared to the 126 region alone in glia.

The difference between CLK binding to these two *tim* regulatory regions recalls mammalian data indicating that multiple, adjacent E-boxes rather than single E-boxes are preferred in clock gene regulatory DNA (15). This preference is underscored in recent structural work characterizing CLK:BMAL1 binding to a pair of E-boxes in the presence of histones (47). The work here indicates that a similar preference of CLK-CYC binding to multiple E-boxes may exist in flies, but the quantitative differences between tissues suggest that somewhat different rules may govern binding within neurons. It will be interesting to see whether a similar distinction emerges from future work in mammals comparing CLK-BMAL1 binding between the liver and SCN.

## Methods

### *Drosophila* Lines.

Flies were housed in standard cornmeal/agar medium with yeast under 12:12 h LD (light:dark) cycles*. yw* flies were used as the wild-type control. Flies used in this study are in *SI Appendix*, Table S1. CRISPR lines were generated by injecting pCFD3-dU6:3gRNA (Addgene, #49410) or pCFD4-dU6:3tandemgRNAs (Addgene, #49411) containing guide RNAs (gRNAs) corresponding to either the *tim* promoter or the intronic E-box sequences into embryos using Rainbow Transgenic (Cambridge, MA). *tim_in24*, *tim_up10* were generated by a single gRNA. *tim_up122, tim_up126* were generated by tandem gRNAs, the primers used to generate the mutants are listed in *SI Appendix*, Table S2. The CRISPR-generated deletions were validated by sequencing the region. Fly lines homozygous for the CRISPR-generated *tim* deletions were used for all subsequent biochemical and behavioral analyses.

### RNA Extraction, qRT-PCR and Next Generation Sequencing.

Male and female flies were entrained in 12:12 LD conditions for 4 d at 25 °C, and then collected at ZT2, ZT6, ZT10, ZT14, ZT18, and ZT22. Total RNA from fly heads was extracted using TRIzol reagent (Invitrogen) following the supplier’s protocol. The resulting RNA was used to make libraries for transcriptome sequencing using the TrueSeq RNA Sample Prep Kit (v2; Illumina). The quality of the libraries was assessed using a Bioanalyzer 2100 (Agilent) and then sequenced on a NextSeq 550 (Illumina). RNA libraries were mapped to *Drosophila* genome dm6 using Tophat with default setting and expression levels were quantified using ESAT (48, 49). For qRT-PCR, the extracted RNA was quantified by Nanodrop (Thermal Fisher), 500 ng of total RNA was used to synthesize cDNA with a TAKARA kit following the standard protocol. The cDNA was diluted in water and used as a template for quantitative PCR using the qPCRBIO SyGreen Blue Mix (Genesee Scientific). *Rpl32* served as an internal control.

### Western Blots.

Wild-type and *tim_up126* mutant flies were entrained in 12:12 LD condition for 4 d at 25 °C, and then collected on dry ice every 4 h throughout the day. Fifty fly heads were homogenized in RIPA buffer with protease inhibitors (Roche) and phosphatase inhibitors (Fisher). Protein extract was heat-denatured in SDS buffer (200 Mm Tris-HCl pH 6.8, 8% Sodium Dodecyl Sulfate (SDS), 0.4% bromophenol blue, 40% glycerol) with 100 °C for 5 min. The samples were separated on a 3 to 8% Tris-acetate gel (Invitrogen) and transferred to nitrocellulose (iBlot; Invitrogen). Blots were blocked in 5% milk in PBST (3.2 mM Na2 HPO4, 0.5 mM KH2PO4, 1.3 mM KCl, 135 mM NaCl, and 0.05% Tween-20, pH 7.4) for 1 h and incubated overnight with either rat anti-TIM at 1:4,000 dilution, rabbit anti-PER at 1:4,000 dilution or mouse anti-Actin (loading control; Santa Cruz) antibodies. Western blot intensity was quantified using Image J.

### ChIP-Seq.

ChIP-seq was performed on *yw;; WT dCLK-V5* (wt) and yw; *tim_up126; dCLK-V5* as previously described with the following exceptions (50). Three- to five-day-old flies were entrained in LD condition for at least 3 d and then collected every 4 h throughout the day. Fly heads were homogenized in homogenization buffer (10 mM HEPES-KOH (4-(2-Hydroxyethyl)piperazine-1-ethanesulfonic acid) at pH 7.5, 10 mM KCl, 1.5 mM MgCl2, 0.8 M sucrose, 0.5 mM EDTA (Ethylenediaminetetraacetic acid), 1 mM DTT (1,4-Dithiothreitol), 1× protease inhibitor, 1× phosphatase inhibitor cocktail) at 4 °C. Homogenates were loaded on equal volumes of sucrose cushion buffer (with 1.0 M sucrose and 10% glycerol in the homogenization buffer) and centrifuged in a HB-6 rotor (Sorvall) at 11,000 rpm for 10 min at 4 °C. Nuclear pellets were suspended in 1 mL 1× PBS with 1% formaldehyde and fixed for 15 min at room temperature and quenched by 0.125 M glycine. Chromatin was extensively washed by 1× PBS and sheared using a biorupter (Diagenode) in 500 µL sonication buffer (20 mM Tris-HCl at pH 7.5, 150 mM NaCl, 10% glycerol, 1% SDS). For each IP, 25 µL of sheared chromatin was reserved as input sample. The remaining chromatin sample were diluted by 10 times of IP buffer (20 mM Tris-HCl at pH 7.5, 150 mM NaCl, 10% glycerol, 1% NP40 and protease inhibitor tablet) and incubated with 30 µL anti-V5 agarose beads (Sigma) overnight at 4 °C. Beads were washed and eluted and decrosslinked as described previously. The DNA was purified using Minelute columns (Qiagen). Of note, 30 μL of DNA from each IP or 50 ng of input DNA were used to generate ChIP-seq libraries according to the Illumina ChIP-seq protocol. After adaptor ligation, DNA samples were separated by 2% agarose TAE (Tris-acetate-EDTA) gel and gel slices corresponding to 250 to 450 bps were recovered and purified using the QIAGEN gel purification kit. ChIP-seq libraries were sequenced on a Nextseq 550 (Illumina) and the resulting datasets were mapped to the *Drosophila* genome (dm6) using Bowtie2 and analyzed using MACS2 (51, 52).

### Locomotor Activity Assay.

First, 3- to 5-d-old male flies were placed into glass tubes containing 2% agarose and 5% sucrose and then entrained for 4 d in 12 h light:12 h dark (LD) conditions, followed by 4 to 5 d in constant darkness (DD) conditions using TriKinetics (Waltham, MA) DAM system (*Drosophila* Activity Monitors). Analyses were performed with MATLAB as described (53). A rhythmicity threshold of 0.3 was applied.

### Immunocytochemistry.

Immunostaining experiments were performed on 3- to 5-d-old male and female flies as previously described (54). Flies were entrained in LD conditions for 4 d before being subjected to constant darkness for 3 d. Flies were harvested for immunostaining at time points throughout the third day in constant darkness. Fly bodies were fixed in PBS with 4% (vol/vol) paraformaldehyde with 0.5% Triton X-100 for 2 h and 40 min at room temperature. Brains were dissected, washed twice in 0.5% PBST buffer and then blocked overnight in 10% Normalized Goat Serum (NGS; Jackson Immuno Research Lab) at 4 °C. The brains were then incubated in rabbit anti-PER at 1:1,000 dilution, a rat anti-TIM at 1:200 dilution or a guinea pig anti-PDP1 antibody at a 1:1,000 for 2 to 3 d (55–57). The brains were washed 3 times by PBST, then incubated with either Alexa Fluor 488-conjugated anti-rat or anti-mouse (1:1,000 dilution), and Alexa Fluor 633-conjugated anti-rabbit or anti-guinea pig at 1:500 dilutions in 10% NGS. Brains were mounted in Vectashield (Thermal Fisher) and imaged on a Leica SP5 confocal microscope, the z-stack was sequentially imaged in 1 μm sections. Image J was used for signal quantification.

### RNAScope.

Fluorescence in situ hybridization of *Drosophila* brains was performed using the RNAScope Multiplex Fluorescent Detection Kit v2 (Advanced Cell Diagnostics, ACD) using the protocol described in ref. 40 with some modifications. Flies were collected at ZT16 directly into 4% formaldehyde in PBST [PBS+ 0.5% Triton X-100] on ice and fixed for 5 h on a rotator at 4 °C in the dark. Brains were then dissected and fixed overnight in 4% formaldehyde in PBST on a rotator at 4 °C. Fixed brains were washed twice with 650 µL PBST and once with 650 µL PBST+ 1% BSA for 10 min on a rotator at room temperature (RT) before being incubated for 5.5 min in a 100 °C heat block in 550 µL prewarmed 1× Target Retrieval Solution (ACD). Brains were washed for 1 min in PBST+ 1% BSA at RT, for 1 min with 650 µL methanol at RT, then for 10 min with PBST+ 1% BSA at RT on a rotator. Brains were then postfixed with 500 µL 4% formaldehyde in PBST for 25 min on a rotator at RT and washed with PBST+ 1% BSA for 10 min on a rotator at RT. Brains were then incubated with 2 drops of Protease Plus solution (ACD) for 10 min at 40 °C. Brains were washed with 650 µL PBST+ 1% BSA for 10 min on a rotator at RT, then with 2 drops of Probe Diluent (ACD) for 1 min. Brains were incubated with 100 µL prewarmed Tim-C1 probe solution overnight at 40 °C.

Signal amplification and labeling were performed according to the manufacturer’s instructions with the following modifications. All incubations at 40 °C were performed with 2 drops of solution in a heat block, and all washing steps were done 2× for 5 min with 650 µL RNAScope Wash Buffer (ACD) on a rotator at RT. Opal 650 dye (Akoya Biosciences) was diluted 1:6,000 in TSA buffer (ACD) for conjugation to Tim-C1 probe. Brains were incubated in 300 µL diluted Opal 650 dye for 30 min at 40 °C.

For colabeling with immunohistochemistry, brains were washed 3× for 10 min on a rotator at RT with PBST after the last RNAScope Wash Buffer washes following incubation with HRP (horseradish peroxidase) Blocker Solution (ACD). Brains were then blocked in 200 µL 10% NGS on a rotator for either 2 h at RT or overnight at 4 °C. To prevent photobleaching of RNAScope signal, all longer incubations were done in the dark. Brains were then incubated with primary antibody [mouse anti-Repo, (DHSB) diluted 1:100 in 10% NGS] for 24 to 48 h at 4 °C. Primary antibody was removed and brains were washed with PBST 3× for 10 min on a rotator at RT. Brains were then incubated with secondary antibody [Alexa Fluor 488 goat-anti-mouse (Invitrogen) diluted 1:200 in 10% NGS] overnight at 4 °C on a rocker. Secondary antibody was removed and brains were washed with PBST 3× for 10 min on a rotator at RT and mounted in Vectashield (Vector Laboratories).

Images were acquired using a Leica Stellaris 8 confocal microscope with a 63× oil immersion objective. Z-stacks were acquired with 0.3 µm steps and 2,500 × 2,500 resolution.

### RNAScope Puncta Analysis.

Lightning deconvolution was performed on the tim RNAScope channel following acquisition using default settings. Images were imported into FIJI, where acquired images were exported in three separate tif files: two files with *repo* and *tim* RNAScope signal where images were adjusted to aid in segmentation, and one with unadjusted *tim* RNAScope signal for puncta quantification. Z-slices were carefully selected to avoid overlapping cells.

Segmentation was performed using Cellpose (58). For glia, segmentation was conducted on *repo* signal using the cyto model, manually fine-tuned using random Z slices across conditions. Masks produced by the fine-tuned model were subject to manual curation. For clock neurons, segmentation was performed manually, defining Clock neurons as the outline formed by high *tim* signal in regions without repo signal.

Puncta quantification was performed using FISH-quant v2 using default settings and a brightness threshold of 398 (59). Masks generated with Cellpose were used to separate signal into individual cells, with plots created for individual cells. Puncta assignments were manually verified. Statistical analysis and graphs were generated in R.

### Omni-ATAC.

ATAC-Seq was performed on FACS-sorted clock neurons and glia using Clk856-Gal4 and Repo-Gal4, crossed to UAS-unc84-GFP, respectively. Two-week-old flies were collected at ZT02 and ZT14. Overexpression of CLK in neurons and glia was conducted using a UAS-CLK strain and the AGES-Gal80 system. Adult-specific CLK overexpression was achieved by feeding flies 10 mM auxin for 5 d. For Clk856-Gal4, Repo-Gal4, and nSyb-Gal4, brains were dissected in Schneider’s media and incubated with 0.75 mg/mL Collagenase and 0.4 mg/mL Dispase at room temperature for 30 min. Brains were then triturated 50 to 80 times to obtain a single-cell suspension for FACS.

Transposition on sorted cells was performed as previously described (60). Briefly, sorted cells and nuclei were centrifuged at 1,000 rpm for 10 min at 4 °C and the pellet was resuspended in 50 µL of Transposition mix (25 µL 2× TD buffer, 16.5 µL PBS, 0.05 µL 10% v/v Tween, 0.05 μL 1% v/v Digitonin, and 2.5 µL TDE1 Enzyme (Illumina, San Diego, CA, USA Catalog #20034198) and incubated at 37 °C for 30 min. Tagmented DNA was purified using Zymo DNA clean and concentrator kit. Purified DNA fragments were amplified using single-indexed Nextera primers (Integrated DNA Technologies) for 12 PCR cycles. Amplified libraries were purified using AMPure XP beads (Beckman Coulter, Brea, CA, USA Catalog #A63880), and size distribution was accessed using TapeStation High-Sensitivity D1000 Screentape. Final libraries were sequenced on a Nextseq 550 (Illumina).

### ATAC-Seq Preprocessing.

ATAC-Seq files were adaptor-trimmed using fastp. Bowtie2 was used to aligned trimmed files using the following parameters: --local --very-sensitive-local --no-unal --no-mixed --no-discordant --phred33 -I 10 -X 700 (51). Samtools was used to remove PCR duplicates and Sambamba was used to remove multimapping reads (61). Tn5 insertion bias was corrected using a custom python script and peaks were called using MACS2 (62).

### ATAC-Seq Differential Peak Calling and Normalization.

Peaks called from MACS2 were intersected between replicates using bedtools, and peaks across conditions were merged and converted into a reference annotation in SAF format (63). Featurecounts was used to count reads in each sample within each region in the reference file, and input into DESeq2 in R. DESeq2 was used to perform differential peak quantification, and normalization factors were produced as well. Normalization factors were used to produce normalized bigwig files for visualization using Deeptools bamcoverage (64).

## Supplementary Material

Appendix 01

## Data Availability

The raw and processed sequencing data have been deposited in GEO under accession numbers GSE259243 (ATAC-Seq) (65), GSE259245 (RNA-Seq) (66), and GSE259247 (ChIP-Seq) (67).

# Supplementary material for: Timeless noncoding DNA contains cell-type preferential enhancers important for proper Drosophila circadian regulation
**Source:** Proc Natl Acad Sci U S A. 2024 Apr 3;121(15):e2321338121. doi: 10.1073/pnas.2321338121
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

timeless non-coding DNA contains cell-type preferential enhancers important for proper *Drosophila* circadian regulation

Dingbang Ma, Pranav Ojha, Albert D. Yu, Maisa S. Araujo, Weifei Luo<sup>5</sup>, Evelyn Keefer, Madelen M. Díaz, Meilin Wu, William J. Joiner, Katharine C. Abruzzi, Michael Rosbash\*

\*Michael Rosbash

### This PDF file includes:

Figures S1 to S3:

Figure S1. qRT-PCR verification of *tim* expression in E box deletion mutants.

Figure S2. TIM affects CLK DNA binding activity to regulate *pdp1* transcription.

Figure S3. PER expression is dramatically reduced and shows no robust cycling in the head of *tim<sub>up126</sub>* under LD conditions.

Table S1 and S2:

Table S1. Reagents used in this study

Table S2. Primers used in this study

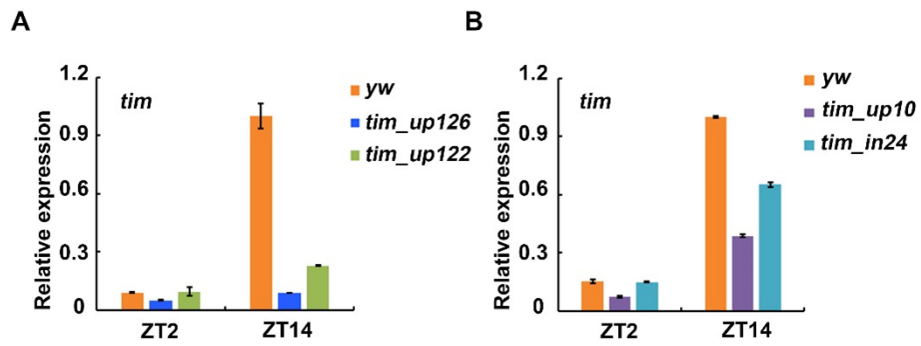

**Supplemental Figure 1. qRT-PCR verification of *tim* expression in E box deletion mutants.**

(A-B) Flies were entrained in LD condition for 3 days before collected at ZT2 and ZT14, RNA was extracted from heads. *tim* expression levels were determined by qRT-PCR and normalized to *RPL32*.

Values are represented relative to the maximum value. Error bars represent the standard deviation of two replicates.

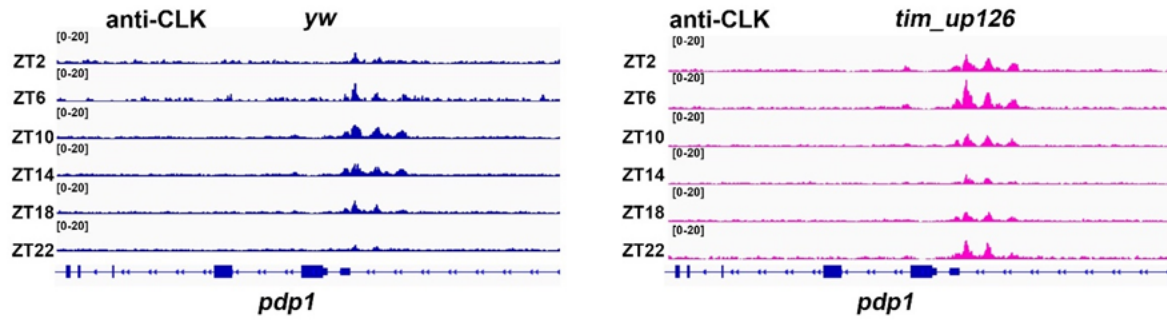

**Supplemental Figure 2. TIM affects CLK DNA binding activity to regulate *pdp1* transcription.**

CLK ChIP signals at the *pdp1* locus in *yw* (left panel) and *tim\_up126* (right panel) across 6 time points in a 12:12 LD cycle.

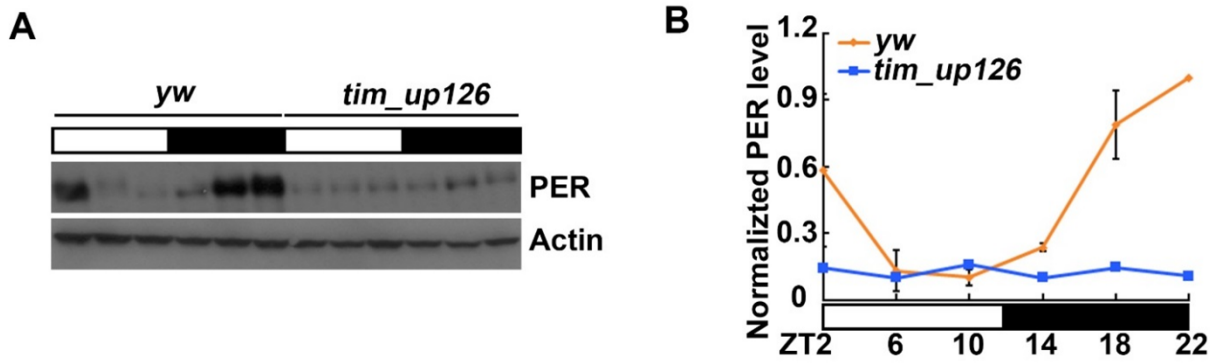

**Supplemental Figure 3. PER expression is dramatically reduced and shows no robust cycling in the head of *tim\_up126* under LD conditions.**

(A) A representative Western blot showing PER levels in wild-type (*yw*) and *tim\_up126* mutant flies.. (B) Quantification of the PER levels relative to beta-Actin in *yw* and *tim\_up126* as shown in (A). Error bars represent the standard deviation of two biological replicates.

**Table S1.** Reagents used in this study

| Reagent type (species)            | Designation         | Source     | Identifiers             | Additional information |
|-----------------------------------|---------------------|------------|-------------------------|------------------------|
| Genetic reagent (D. melanogaster) | nSyb-Gal4           | BDSC       | RRID:<br>BDSC_51635     |                        |
| Genetic reagent (D. melanogaster) | Clk856-Gal4         | (65)       | Flybase:<br>FBtp0069616 |                        |
| Genetic reagent (D. melanogaster) | Repo-Gal4           | BDSC       | RRID:<br>BDSC_7415      |                        |
| Genetic reagent (D. melanogaster) | UAS-EGFP            | BDSC       | RRID:<br>BDSC_5428      |                        |
| Genetic reagent (D. melanogaster) | UAS-EGFP            | BDSC       | RRID:<br>BDSC_56545     |                        |
| Genetic reagent (D. melanogaster) | CLK-V5              | (50)       |                         |                        |
| Genetic reagent (D. melanogaster) | 3x Flag-CLK14.8-HBH | (66)       |                         |                        |
| Genetic reagent (D. melanogaster) | AGES system         | BDSC       | RRID:<br>BDSC_92470     |                        |
| Genetic reagent (D. melanogaster) | <i>tim_in24</i>     | This study |                         |                        |

|                                   |                                |                                  |                     |        |
|-----------------------------------|--------------------------------|----------------------------------|---------------------|--------|
| Genetic reagent (D. melanogaster) | <i>tim_up10</i>                | This study                       |                     |        |
| Genetic reagent (D. melanogaster) | <i>tim_up122</i>               | This study                       |                     |        |
| Genetic reagent (D. melanogaster) | <i>tim_up126</i>               | This study                       |                     |        |
| Antibody                          | Anti-PER<br>Rabbit polyclonal  | Laboratory of<br>Michael Rosbash |                     | 1:1000 |
| Antibody                          | Anti-TIM<br>Rat monoclonal     | Laboratory of Michael<br>Rosbash | RRID:<br>AB_2753140 | 1:200  |
| Antibody                          | Goat anti-rabbit<br>polyclonal | ThermoFisher                     | RRID:<br>AB_2633281 | 1:200  |
| Antibody                          | 8D12 anti-Repo                 | DSHB                             | Supernatant         | 1:100  |

**Table S2.** Primers used in this study

| #                        | Purpose                         | sequence                 |
|--------------------------|---------------------------------|--------------------------|
| gRNA-1                   | Intronic E-box deletion         | GTCGCTGTGCGGACACGTGTGTG  |
| gRNA-2                   | Intronic E-box deletion         | AAACCACACACGTGTCCGCACAGC |
| gRNA-3                   | upstream E-box deletion         | GTCGGCACGTTGTGATTACACGT  |
| gRNA-4                   | upstream E-box deletion         | AAACACGTGTAATCACAACGTGCC |
| <i>tim_up122/126</i>     | forward protospacer<br>sequence | TACACGTGAGCCGATTTC       |
| <i>tim_up122_reverse</i> | <i>tim_up122</i>                | CTGCCGGCGTTTGTGCGAAC     |
| <i>tim_up126_reverse</i> | <i>tim_up126</i>                | ACGTGCCGCTGCCGGCGTTTC    |
| <i>Rpl32-For</i>         | qRT-PCR                         | ATCGGTTACGGATCGAACA      |
| <i>Rpl32-Rev</i>         | qRT-PCR                         | GACAATCTCCTTGCGCTTCT     |
| <i>tim-For</i>           | qRT-PCR                         | TCCATGAAGTCCTCGTTTCG     |
| <i>tim-Rev</i>           | qRT-PCR                         | CATCGCTCACATACATTCTGG    |

How the deposited data were processed for this re-analysis (not part of the article)

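RNA from fly heads was measured in the control strain *yw* and in 4 strains with deletions at *tim*, 47 libraries in all, each sample taken at 1 of 6 time points. The authors mapped the reads to dm6 and deposited whole-number counts per gene symbol, without normalization. The paper names Tophat and ESAT for this step and the deposited description names STAR and FeatureCounts; versions, annotation release, and strand setting are not given in either. The authors also deposited a table of normalized signal, in which each count is divided by 1 factor per library. These factors were proportional to median-of-ratios size factors, with ratios between 0.966 and 0.97. The counts were used for all tests, and the normalized signal only as an alternative for *tim*. No column of per-sample values was left unused.

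Library totals ran from 1761896 to 10230355 counts, so 1 count corresponds to less than 1 CPM in every library, and a group in which all libraries hold 3 counts or fewer was treated as at the floor. Of the 17137 genes listed, 734 had no count in any library. The genes tested were the 11027 kept by filterByExpr. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test on the trended dispersion, Benjamini-Hochberg adjustment, threshold 0.05). The model had 1 coefficient per genotype and time point over all libraries. Differences over the day are the mean of the 6 time points, the peak is ZT14, and the trough is ZT2. Rhythms were tested as a cosine and a sine with a period of 24 h within the libraries of each genotype, and differences in rhythm as their interaction with genotype. Phases came from least squares on log2 CPM with a prior count of 2, and their differences were tested by exact permutation of genotype labels within each time point. The counts list *Cipc* as CG31324. Among the genes tested, 210 share identical counts in every library with another listed gene, as CG10332 and IM18 do, so such genes are 1 measurement.

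The tests were tried on simulated data drawn from the real library sizes and gene means over 11027 genes. With 1 dispersion for all genes, 200 of 200 genes changed by a factor of 2 in *tim_up126* were called, with 7 false calls. Of 200 genes given a rhythm in *yw*, 200 were called, with 14 false calls, and the rhythm difference test called 176 of them. Replicates of the same group were compared by a chi-square over genes: its value per degree of freedom was at least 5.30 in the 17 pairs, above the 1 expected from sampling, so no pair was treated as 1 library.

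Samples were grouped by the genotype and time point in their labels, and none was moved. The genes named in the text were fixed before the data were examined: the clock genes *tim*, *per*, *vri*, *Pdp1*, *Clk*, *cyc*, *cry*, *cwo*, and *Cipc*; *RpL32*; for *tim_up126* and *tim_up122*, the 3 genes that rose most and the 3 that fell most over the day among those with an adjusted p under 0.05, a mean of at least 1 CPM, and the same side of *yw* at all 6 time points; and the 5 genes with the smallest p of a rhythm in *yw*. Lists of clock, female, male, photoreceptor, glia, neuron, and immune genes were also fixed then. The alternatives were another normalization (median-of-ratios factors, library totals, *RpL32*), DESeq2 1.42.0 as the tool, 2 other filters on low counts, a replicate block, fits of only the 2 genotypes compared, an additive model, other definitions of peak and trough, the deposited normalized signal, linear CPM and a prior count of 0.5 for phases, and each library left out in turn. A fit of the libraries of *yw*, *tim_up126*, and *tim_up122* without the block was added after seeing the data, as were fits of all clock genes over the day, at each time point, and in rhythm without each *yw* ZT22 library. ATAC-seq, ChIP-seq, protein, imaging, and behavior data were not analysed here. Without a genome sequence, the deletions were not placed on coordinates.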

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

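The tests of chance values shared through the *yw* libraries, of transcript length, and of a strain difference were chosen after the result was seen. So were those of females and of the *tim* level as the whole source. The others were chosen before the result was seen.

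The rise from ZT2 to ZT14 differed from that of *yw* by a test of the difference itself in *tim_up126* for *tim* (-2.79 on the log2 scale), *per* (-2.58), and *vri* (-2.99), and in *tim_up122* for *tim* (-2.12). The *tim_up122* value stands close to the threshold: its adjusted p was 0.0440, and in 10 of 23 fits that each left out 1 library it did not pass, for example without *tim_up122* ZT10 replicate 1 (adjusted p = 0.0582). Without *yw* ZT22 replicate 1 or replicate 2 it passed with the same fold change (adjusted p = 1.09e-05 and 1.11e-05). Over its alternatives the adjusted p ran from 1.22e-23 to 0.169. It did not pass with *RpL32* scaling or with only the libraries of the 2 genotypes. The *tim_up126* values for *tim* and *vri* passed under every alternative run and in each leave-one-out fit that could be tested, and that of *per* passed except when only the libraries of the 2 genotypes were fitted. Normalization as the source of the *tim_up126* values is argued against, since scaling to library totals or to *RpL32* kept each of them: the gene that kept the smallest share of its size, *vri*, stood at -3.045 with *RpL32*. The deletions themselves, which the design names, stay open as the biological explanation, beside any other difference between *yw* and these strains.

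Genes outside the clock genes differed from *yw* in all 4 deletion strains. In *tim_in24*, whose *tim* level over the day was not distinguishable from that of *yw* (-0.06, adjusted p = 0.842, edgeR), 2808 genes differed over the day, 1361 higher and 1447 lower, and of the 1072 genes called in all 4 deletion strains 1059 moved in one direction, 514 higher and 545 lower. Several technical explanations are argued against. The comparisons share the *yw* libraries. In 8 simulations with no genotype effect, each gene was drawn independently in each library. The log2 fold changes of *tim_up126* and *tim_in24* then correlated at 0.413 at most, against 0.80 in the data. All 4 strains lay on one side of *yw* for at most 35.6% of the simulated genes, against 50.9% of the genes tested. Independent draws cannot show a difference in the handling or preparation of the *yw* libraries that moves many genes together. Such a difference stays open. With every library thinned to the smallest total, 1922 genes were called in *tim_in24*, of which 1817 were among those called without thinning. With library totals alone the count was 3387, more of them lower than higher. A higher count under this scaling cannot argue against a few genes taking most of the counts. Transcript length is argued against as the whole source: over all genes tested a trend with length took up at most 1.08% of the variance of the log2 fold changes in a strain, and without it *tim_up126* and *tim_in24* correlated at 0.803. Of the genes that moved in one direction in all 4 strains, 59.3% lie on chromosome 2. That share is above the 38.9% of all genes tested (Fisher's exact test, two-sided p = 2.99e-45), so DNA linked to *tim* may account for part of them. The share argues against linked DNA that acts only on genes of its own chromosome as the whole source. It cannot test linked DNA that acts on genes of other chromosomes, so linked DNA stays open. Another share of females is argued against as the whole source, since 24.7% of the genes moved further in *tim_in24* than any *Yp* or *roX* gene. As a part of the source it cannot be told apart from the genotypes: the *Yp* genes were higher in all 4 strains, and *roX* genes were lower except *roX1* in *tim_up10* (0.003). A strain difference between *yw* and the stock in which the deletions were made cannot be told apart either, because every control library is *yw* and every other library an edited strain: between 752 and 1388 genes differed within pairs of deletion strains. The level of *tim* over the day is argued against as the whole source. It was -0.06 in *tim_in24* and -2.20 in *tim_up126*, yet 2808 and 2800 genes differed, with fold changes that correlated at 0.80 over all genes tested. As a part of the source, an effect of *tim* or of the deleted bases stays open and was not tested apart from the strain.

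The genotype labels were drawn again within each time point, 40 splits per comparison with the real one, using the libraries of the 2 genotypes. For the genes that differed over the day, 1 of 40 splits, the real one, gave as many genes in each of *tim_up126*, *tim_up122*, *tim_up10*, and *tim_in24*. The highest other split gave 1424 genes in *tim_in24* against 2922 for the real one, and 300 in *tim_up122* against 2948. For genes whose rhythm differed from *yw*, 1 of 40 splits reached the count in *tim_up126* (175) and in *tim_up122* (224), but 2 of 40 did in *tim_up10* (13), so rhythm differences there are no more numerous than regrouped libraries can give. In *tim_in24*, where 0 genes passed and 1117 had an unadjusted p under 0.05, 40 of 40 splits reached the count, as any split reaches 0, so this count of splits decides nothing.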

How the results depend on the processing

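The comparisons with *yw* and the alternatives were set before the data were examined, except 2 that were added after seeing the data: the fit of *yw*, *tim_up126*, and *tim_up122* without a block, which changed no call, and the fits of all clock genes over the day, at each time point, and in rhythm without each *yw* ZT22 library. Median-of-ratios factors, a prior count of 0.5, and the deposited normalized signal changed no result.

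The *yw* ZT22 pair limits the tests at single time points. Without replicate 1 or without replicate 2, further values passed with the same fold changes, among them the ZT14 level of *per* and *vri* and the amplitudes of *Pdp1* and *Clk* in *tim_up126* (for *Clk* 1.773 and 1.774, both with an adjusted p of 0.000296 against 0.354 with all libraries); the cause was not tested. Values that did not pass at a single time point therefore do not show the absence of a difference.

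With DESeq2 the *Pdp1* amplitude in *tim_up126* was -1.446 and passed, and the genes whose rhythm differed from *yw* numbered 292 in *tim_up126*, 436 in *tim_up122*, 46 in *tim_up10*, and 25 in *tim_in24*. With no filter on low counts they numbered 641, 468, 477, and 437, and 1590 genes had a rhythm in *tim_up122*. In the same setting these *tim_up126* values passed: the *Pdp1* amplitude (-1.455) and rhythm (0.254), the ZT14 level of *per* (-0.914), *vri* (-0.506), and *Pdp1* (-0.464), the ZT2 level of *tim* (-0.448), and the amplitudes of *Clk* (1.763) and *cry* (0.797). With at least 10 counts in every library the rhythm differences numbered 0 in *tim_up10* and 2 in *tim_in24*, 62 genes had a rhythm in *tim_in24*, and the *Pdp1* amplitude passed (-1.447). With library totals alone 4152 genes differed in *tim_up10*, 762 higher and 3390 lower against 1233 and 1350 with TMM, the *Pdp1* amplitude passed (-1.512), the ZT14 share of *tim* in *tim_up126* was 9.759%, and the phase difference of *vri* in *tim_up122* turned to -0.002 h; with linear CPM it was -0.059 h. Scaled to *RpL32*, the ZT2 level of *Pdp1* in *tim_up126* (1.043) and the *tim* amplitude in *tim_up122* (-2.432) no longer passed, and the ZT2 level of *Pdp1* in *tim_in24* turned to -0.084. With the peak as the mean of ZT14 and ZT18 and the trough as that of ZT2 and ZT6, the *tim_up126* values that passed were the amplitudes of *Pdp1* (-1.362) and *Clk* (1.740), the *per* peak (-0.894), and the *tim* trough (-0.759), the *tim* peak share was 11.18%, and the *per* amplitude in *tim_in24* turned to -0.357. With each genotype's own highest and lowest time point the amplitudes of *Clk* and *cry* in *tim_up126* turned to -1.774 and -1.258, since both genes peak early in the day in *yw* (phases of 2.84 and 4.90 h). With only the libraries of the 2 genotypes the *per* amplitude in *tim_up126* (-2.581) no longer passed. In the additive model the *tim* level in *tim_in24* was 0.006. Apart from the changes that follow from how an alternative is built, the cause was not tested.

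GEO's labels give the same replicate numbers to the groups. Differences between replicates correlated between -0.133 and 0.0866 over 16 pairs of genotypes at a time point, so the numbers do not pair the samples between genotypes. Between time points within a genotype, a check added after seeing the data, they correlated between -0.197 and 0.324 in *yw*, -0.0498 and 0.284 in *tim_up126*, and -0.0759 and 0.297 in *tim_up122*, with 7 of 15 pairs above 0.1 in each of *tim_up126* and *tim_up122*, so some pairing there is not excluded. With a replicate block the *Pdp1* rhythm in *tim_up126* (0.252) passed (adjusted p = 0.00029); *Pdp1* was higher in replicate 2 at 6 of 6 time points in *tim_up126* and at 0 of 6 in *tim_up122*.

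Over the fits that each left out 1 library, the genes that differed from *yw* ran from 2527 to 2787 in *tim_up126*, 2644 to 2843 in *tim_up122*, 2112 to 2501 in *tim_up10*, and 2338 to 2806 in *tim_in24*. Rhythm differences ran from 71 (without *yw* ZT6 replicate 1) to 233 in *tim_up126*, 78 (without *yw* ZT6 replicate 2) to 302 in *tim_up122*, 0 (without *tim_up10* ZT10 replicate 1) to 18 in *tim_up10*, and 0 to 3 in *tim_in24*. Genes with a rhythm ran from 1256 to 1761 in *yw*, 160 (without *tim_up10* ZT18 replicate 1) to 332 in *tim_up10*, and 34 (without *tim_in24* ZT18 replicate 1) to 589 (without *tim_in24* ZT2 replicate 1) in *tim_in24*. In *tim_up126* the *Pdp1* amplitude ran from -1.664 to -1.234, and the ZT14 level from -0.947 to -0.901 for *per* and from -0.533 to -0.498 for *vri*. The *tim* level in *tim_in24* ran from -0.226 to 0.167 and changed sign in 5 of 17 fits. The phase of *tim* in *tim_up126* ran from -0.301 to 1.097 h, and that of *vri* in *tim_up122* from -0.432 to 0.870 h, with a changed sign in 5 of 23 fits.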

Differences from the paper's values

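The paper's Results give the level of *tim* in *tim_up126* as about 15% of wild type. Its Abstract and Discussion tie this value to the peak level and to the amplitude of cycling. The ZT14 level and the ZT14 minus ZT2 difference are the like measures, and the mean over the day is another one. A value was taken to differ when it lay beyond its error and more than 1.5 times from the paper's. The mean over the day (15.3%) and the ZT14 level (10.45%) do not differ in this sense, though the ZT14 level lies below 15% by more than its error. With library totals alone the ZT14 level (9.759%) does differ. The difference between ZT14 and ZT2 was 5.97% of that of *yw*, which differs. None of the alternatives set before the data were examined closed this gap: the amplitude ran from 5.47% with library totals alone to 6.31% with the means of ZT14 and ZT18 and of ZT2 and ZT6.

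Fig. 1C plots *tim* relative to the maximum of the day. Read by eye, its ZT14 level is about 29% of *yw* in *tim_up126*, about 60% in *tim_up122*, and about 82% in *tim_up10*. The ZT14 levels from the counts were 10.45%, 30.45%, and 49.45%. None of the alternatives set before the data were examined closed these gaps. The levels ran from 9.76% to 11.2% in *tim_up126*, from 27.0% to 32.7% in *tim_up122*, and from 40.25% to 49.97% in *tim_up10*. For *tim_in24* the figure reads about 96%, against 73.81% from the counts. This does not differ by the rule above, but with *RpL32* scaling (60.5%) it does.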

Other observations

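The tests of the time of the library labelled *yw* ZT22 replicate 1 were chosen after the result was seen, apart from that of its depth; the other tests below were chosen before it.

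In the library labelled *yw* ZT22 replicate 1, *tim* had 1609 CPM before TMM scaling, near the 1564 of *yw* ZT18 and above the 449.1 of the other ZT22 library. Thinned to the total of the other library it kept 1599, but random thinning leaves the expected CPM unchanged. That test therefore cannot decide whether the depth of this library is the source. A time estimated from genes rhythmic in *tim_up10* and *tim_in24* was ZT16.25, 5.75 h from its label, against at most 3.5 h and a median of 0.75 h for the other libraries. The genes were chosen on 2 of the genotypes, so the estimate is not independent for those. A candidate explanation is that it was collected at another time than its label says; it was not moved, and no biological explanation was tested. Without it 1280 genes had a rhythm in *yw*, against 1694 with it.

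In *tim_up126* the rhythms of *Clk* and *cry* had lower amplitudes than in *yw*, with ratios of 0.318 and 0.426 (exact permutation, two-sided p = 0.00201 and 0.000772), although edgeR's test of a rhythm difference, adjusted over all genes, did not pass (adjusted p = 0.159 and 0.0830). Without *yw* ZT22 replicate 2 that test passed for both (adjusted p = 0.00179 and 0.00244), and without replicate 1 for neither (adjusted p = 0.0905 and 0.0547). In *tim_up122* their ratios were 0.521 and 0.62 (exact permutation, two-sided p = 0.00802 and 0.00317), and edgeR's test did not pass (adjusted p = 0.482 and 0.419). For *Cipc* in *tim_up126* the ratio was 0.309 (exact permutation, two-sided p = 0.00137). There edgeR's test passed with all libraries (adjusted p = 0.0487) and without replicate 1 (0.00934), but not without replicate 2 (0.0515). A loss of amplitude in every rhythm is argued against, since the median ratio was 0.854 over 80 genes rhythmic in *tim_up10* and *tim_in24*. Of these genes 16.2% had a ratio as low as that of *Clk*, and a larger share one as low as that of *cry*. An effect of the lower *tim* level may remain as a hypothesis, and it was not tested apart from the strain.

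The 11 antimicrobial peptide genes of the immune list were lower than in *yw* in all 4 strains, with median log2 fold changes of -3.99 in *tim_up126*, -2.90 in *tim_up122*, -2.50 in *tim_up10*, and -4.59 in *tim_in24*. A single *yw* library with high immune genes is argued against: on mean log2 CPM, a different measure, the median in *tim_up10* was -1.942 with all libraries, and with each *yw* library left out the median closest to 0 was -1.763. An infection or a strain difference stays open and was not tested.

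The other gene lists moved less, though single genes in them were called in either direction. In the strain order used below, 7, 7, 8, and 11 of 13 photoreceptor genes were called. The counts were 2, 6, 1, and 1 of 7 for glia genes and 0, 1, 1, and 0 of 6 for neuron genes. Whether the heads differed in their share of eye or glia tissue was not tested apart from the strain. Over the 4 strains, in the order *tim_up126*, *tim_up122*, *tim_up10*, and *tim_in24*, the median log2 fold changes were -0.04, -0.01, 0.11, and -0.05 for the clock list, 0.22, 0.38, 0.61, and 0.35 for the female list, -0.34, -0.30, -0.19, and -0.62 for the 2 of 4 male genes tested, 0.23, 0.10, 0.23, and 0.29 for photoreceptor genes, -0.07, -0.24, 0.00, and -0.06 for glia genes, and 0.09, 0.13, 0.11, and -0.01 for neuron genes. Every gene tested from these lists had counts in the *yw* heads as well.

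Of the genes named by the rule, CG8851 was at least 76.6-fold higher in *tim_up126* and at least 72.7-fold higher in *tim_up122*, *mthl8* at least 27.3-fold and 103-fold higher, and CG8850 at least 13.2-fold and 13.9-fold higher, since the *yw* libraries held 3 counts or fewer. CG8851 lies at 3519677 on 2L, near *tim*, and CG8850 on 2R. Both also had counts in the other strains: CG8851 ran from 36.42 to 42.49 CPM over the day in *tim_up10* and from 21.05 to 46.8 CPM in *tim_in24*, and CG8850 from 6.841 to 8.908 CPM and from 2.374 to 9.864 CPM. *mthl8* ran from 0 to 8.81 CPM in *tim_up10* and from 47.77 to 71.75 CPM in *tim_in24*. *Cyp6a9* was at least 103-fold lower in *tim_up126*, and CG10332 and IM18, which share their counts, had a log2 fold change of -6.41. *Cyp6a9* was also low in *tim_up10* (0 to 0.462 CPM) and *tim_in24* (0.158 to 0.271 CPM), but not in *tim_up122* (42.5 to 54.59 CPM). In *tim_up122*, lncRNA:CR44458 was at least 5.82-fold lower, and *Amy-p* and *Cyp6a8* had log2 fold changes of -5.38 and -5.07. The genes with the smallest p of a rhythm in *yw* were CG17005 (amplitude 1.70), *Pkc53E* (0.56), CG4168 (0.72), lncRNA:CR45456 (1.88), and *Xport-B* (0.97).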
